# Microarray gene expression profiling in colorectal (HCT116) and hepatocellular (HepG2) carcinoma cell lines treated with *Melicope ptelefolia* leaf extract reveals transcriptome profiles exhibiting anticancer activity

**DOI:** 10.7717/peerj.5203

**Published:** 2018-07-18

**Authors:** Mohammad Faujul Kabir, Johari Mohd Ali, Onn Haji Hashim

**Keywords:** Melicope ptelefolia, HepG2, Hepatocellular carcinoma, Colorectal cancer, Ingenuity pathway analysis, Microarray, HCT116, Transcriptome profiling, Cancer

## Abstract

**Background:**

We have previously reported anticancer activities of *Melicope ptelefolia* (MP) leaf extracts on four different cancer cell lines. However, the underlying mechanisms of actions have yet to be deciphered. In the present study, the anticancer activity of MP hexane extract (MP-HX) on colorectal (HCT116) and hepatocellular carcinoma (HepG2) cell lines was characterized through microarray gene expression profiling.

**Methods:**

HCT116 and HepG2 cells were treated with MP-HX for 24 hr. Total RNA was extracted from the cells and used for transcriptome profiling using Applied Biosystem GeneChip™ Human Gene 2.0 ST Array. Gene expression data was analysed using an Applied Biosystems Expression Console and Transcriptome Analysis Console software. Pathway enrichment analyses was performed using Ingenuity Pathway Analysis (IPA) software. The microarray data was validated by profiling the expression of 17 genes through quantitative reverse transcription PCR (RT-qPCR).

**Results:**

MP-HX induced differential expression of 1,290 and 1,325 genes in HCT116 and HepG2 cells, respectively (microarray data fold change, MA_FC ≥ ±2.0). The direction of gene expression change for the 17 genes assayed through RT-qPCR agree with the microarray data. In both cell lines, MP-HX modulated the expression of many genes in directions that support antiproliferative activity. IPA software analyses revealed MP-HX modulated canonical pathways, networks and biological processes that are associated with cell cycle, DNA replication, cellular growth and cell proliferation. In both cell lines, upregulation of genes which promote apoptosis, cell cycle arrest and growth inhibition were observed, while genes that are typically overexpressed in diverse human cancers or those that promoted cell cycle progression, DNA replication and cellular proliferation were downregulated. Some of the genes upregulated by MP-HX include pro-apoptotic genes (DDIT3, BBC3, JUN), cell cycle arresting (CDKN1A, CDKN2B), growth arrest/repair (TP53, GADD45A) and metastasis suppression (NDRG1). MP-HX downregulated the expression of genes that could promote anti-apoptotic effect, cell cycle progression, tumor development and progression, which include BIRC5, CCNA2, CCNB1, CCNB2, CCNE2, CDK1/2/6, GINS2, HELLS, MCM2/10 PLK1, RRM2 and SKP2. It is interesting to note that all six top-ranked genes proposed to be cancer-associated (PLK1, MCM2, MCM3, MCM7, MCM10 and SKP2) were downregulated by MP-HX in both cell lines.

**Discussion:**

The present study showed that the anticancer activities of MP-HX are exerted through its actions on genes regulating apoptosis, cell proliferation, DNA replication and cell cycle progression. These findings further project the potential use of MP as a nutraceutical agent for cancer therapeutics.

## Introduction

Cancer is recognized by distinct abnormalities or dysregulations of genes, which cause sustained proliferative signaling, evasion of growth suppressors, activation of invasion and metastasis, replicative immortality, induction of angiogenesis and resisting cell death (Hanahan & Weinberg, 2011). An effective cancer drug should ideally be able to overcome most of these dysregulations and achieve the desired therapeutic effect with minimal side effects (Pérez-Herrero & Fernández-Medarde, 2015).

The plant kingdom provides a plethora of novel molecules for numerous therapeutic uses, which include treatment and prevention of chronic diseases including cancer. The study of plant extracts bioactivity is an important step for drug discovery and development, as it could lead to isolation of novel bioactive phytochemical(s) with therapeutic and medicinal properties (Singh et al., 2016). Some examples of anticancer drugs isolated from the plant kingdom include colchicine, podophyllotoxin, vincristine, vinblastine and taxol (Singh et al., 2016). Vinblastine is an antimitotic agent that is clinically indicated in the treatment of patients with Hodgkin’s and non-Hodgkin’s lymphomas, breast cancer, Kaposi’s sarcoma, renal cell cancer, and testicular cancer (Prendergast & Jaffee, 2013).

*Melicope ptelefolia* (MP) is a well-known herb in several Asian countries, including Malaysia, Indonesia, Thailand and Vietnam. In Malaysia, MP is locally known as “tenggek burung” and commonly used in a vegetable salad. MP has been used as a traditional medicine in Malaysia to treat several illnesses including high blood pressure, fatigue and erectile dysfunction (Aman, 2006). We have recently reported the anticancer and apoptosis induction activities of MP on colorectal, breast and liver cancer cell lines. The hexane leaf extract (MP-HX) appeared to show the most notable anti-proliferative activity against the four cancer cell lines tested (Kabir et al., 2017). However, the underlying molecular mechanisms involved have yet to be fully elucidated. The aim of the present study was to characterize anticancer activity of MP-HX on colorectal HCT116 and hepatocellular HepG2 carcinoma cell lines through microarray gene expression profiling.

## Materials and Methods

### Extract preparation

Fresh, healthy and young MP leaves were purchased from the local wet market and processed on the same day. The sample identity was authenticated by a plant taxonomist at the University of Malaya herbarium, Dr. Sugumaran Manickam. A voucher specimen was also deposited at the herbarium, with a registration number KLU 49190. The leaves were washed with distilled water and air dried for 3 days at room temperature. Sample drying was completed by incubating the leaves in an oven at 40 °C for 24 h. The dried leaves were then powdered using a table blender and stored at –20 °C until further analysis. MP-HX extract preparation was initiated by mixing fifty grams of the powdered leaves with 500 mL of hexane (1:10 ratio of sample weight to solvent volume). The mixture was constantly shaken (150 rpm) for 6 h at 37 °C using Innova 4300 Incubator Shaker (New Brunswick Scientific). The mixture was centrifuged at 1,500 rpm for 10 min, after which the supernatant was collected and filtered using a Whatman filter paper (No. 4). The residues were extracted again with the same solvent twice. The hexane solvent collected (∼1,500 mL) was evaporated at 40 °C using a rotary evaporator (Buchi Rotavapor R-215). The dried extract was dissolved in 10% dimethyl sulfoxide (DMSO) at 2 mg/mL and stored at –20 °C.

### Cell culture

Human colorectal (HCT116) and hepatocellular (HepG2) carcinoma cell lines were purchased from American Type Culture Collection (ATCC) and were cultured in Dulbecco’s modified minimum essential media (DMEM) (Catalogue No. 08458-45, Nacalai Tesque), supplemented with 10% FBS (Catalogue No. 10270, Gibco), 100 U/mL penicillin and 100 µg/mL streptomycin (09367-34, Nacalai Tesque). Cells were cultured in a 37 °C incubator with 5% CO_2_.

### Summary of study workflow

The workflow employed for the present study is summarized in Fig. 1. The workflow involves seeding of HCT116 and HepG2 cells, treatment of the cells with either MP-HX or 0.39% DMSO (vehicle control), extraction of RNA, cDNA synthesis & labelling, microarray hybridization and scanning, validation of microarray data through quantitative reverse transcription PCR (RT-qPCR) and bioinformatics analysis of the dataset. The experimental protocols are detailed in the next sections.

### RNA extraction

For RNA extraction, the cells were seeded in 6 wells plate and incubated for 24 h. Following that, the cells were treated for 24 h with MP-HX at ∼IC_50_ concentration of the cell lines, which was 60 µg/mL for HCT116 and 78 µg/mL for HepG2 (Kabir et al., 2017). The control cells were treated with the vehicle (DMSO) used to dissolve MP-HX, and the final concentration of DMSO was 0.39 % v/v. After 24-hour treatment, total RNA from HCT116 and HepG2 cells were extracted and purified using PureLink RNA mini kit (Catalogue No. 12183018A; Invitrogen, Carlsbad, CA, USA), according to manufacturer’s instructions. RNA quantity and purity were verified using Nanodrop™ 2000 (Thermo Fisher Scientific, Waltham, MA, USA), by measuring absorbance ratios at 260/280 and 260/230. The RNA quality and integrity were also verified through agarose gel electrophoresis. Only RNA of good quality and integrity with an absorbance ratio of at least 2.0 was used for microarray and RT-qPCR assays.

**Figure 1:**
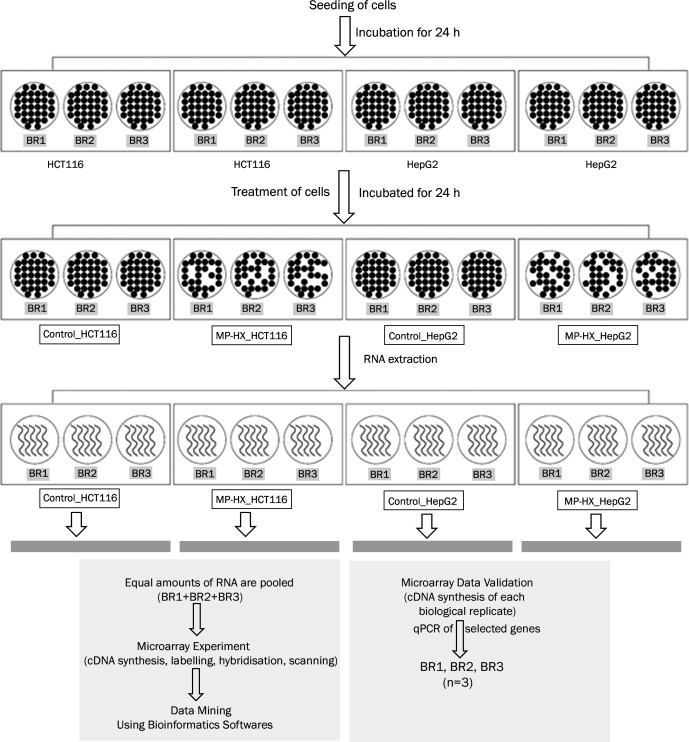
Workflow scheme for transcriptome profiling of HCT116 and HepG2 cells treated with MP-HX. The figure shows the workflow summary employed for the present study. BR, biological replicate.

### Microarray gene expression profiling

Microarray profiling was performed using Human Gene (HuGene) 2.0 ST array (Catalogue No. 902499; Applied Biosystems, Foster City, CA, USA). Briefly, equal amounts of total RNA from three biological replicates of an assay point were pooled to get a minimum of 500 ng total RNA (Ruiz-Laguna et al., 2016). 

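The profiling compared 4 pools of RNA on 4 arrays. HCT116, a colorectal carcinoma line, and HepG2, a hepatocellular carcinoma line, were each profiled after 24 h with MP-HX and after 24 h with vehicle. The dose was 60 µg/mL in HCT116 and 78 µg/mL in HepG2, so cell line and dose differ together. Each pool held RNA of 3 cultures and was hybridised to 1 array, so no group has replicates. A difference within 1 line, or between the responses of the lines, therefore has no test, and an effect shared by the lines has 1 residual degree of freedom, from 2 pairs of arrays. The number of arrays limits the precision of every value. The paper gives the vehicle as 0.39% DMSO, and the sample labels give 0.3% for the HCT116 vehicle.
The value table that the authors deposited holds 48226 transcript clusters as log2 signal with 2 decimals, and the normalization behind it is not given in the sources used here. The median log2 signal was 4.33 with MP-HX and 4.31 with vehicle in HCT116, and 3.97 with MP-HX and 4.03 with vehicle in HepG2. Across all clusters the Pearson correlation of MP-HX and vehicle was 0.979 in HCT116 and 0.978 in HepG2, against 0.903 to 0.918 between arrays of different cell lines. Genes that mark hepatocytes separated the lines: the median log2 signal of 19 such genes was 11.45 in the HepG2 vehicle array and 3.62 in the HCT116 vehicle array.
A log2 fold change is the log2 signal with MP-HX minus that with vehicle in the same line, so a log2 fold change of 1 is a 2-fold difference. Of the clusters, 16098 carry 1 gene symbol and 32128 are unnamed here. A gene is given by its brightest cluster, and the genes without a named cluster are not analysed here.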

The RNA was then reverse transcribed to synthesize complementary RNA (cRNA) using GeneChip™ WT Plus kit (Catalogue No. 902280; Applied Biosystems). The purified cRNA was quantified using Nanodrop™ 2000. Following this, cDNA was synthesized from 15 µg of cRNA. The purified cDNA (5.5 µg) was fragmented, labelled and hybridized onto GeneChip™ Human Gene 2.0 ST array, according to manufacturer’s guidelines. After 16 h of hybridisation in GeneChip™ Hybridization Oven 645, the arrays were washed and stained using GeneChip™ Expression, Wash and Stain kit (Catalogue No. 900720; Applied Biosystems) on GeneChip™ Fluidics Station 450. The stained arrays were scanned using GeneChip™ Scanner 3000 7G. Raw data (CEL files) was generated using GeneChip Operating Software (GCOS). The CEL files were analyzed by Expression Console software (version 1.4) (Applied Biosystems), to ensure the quality control parameters and the data produced by the arrays were acceptable. Gene expression data was analyzed using Transcriptome Analysis Console (TAC) software (version 3.1) (Applied Biosystems). The genes were filtered using microarray fold change (MA_FC) value of ±2.00. The list of genes (MA_FC ≥ ±2.00) was also analyzed using Ingenuity Pathway Analysis (IPA) (http://www.ingenuity.com) software to identify the canonical pathways, biological functions, gene networks and key processes that were enriched/modulated by MP-HX in HCT116 and HepG2 cell lines. The raw microarray data files were submitted to Gene Expression Omnibus (GEO) repository (accession number GSE114743).

### Quantitative reverse transcription PCR (RT-qPCR)

Each data point presented for the quantitative PCR assay was derived from three biological replicates (BR). Total RNA from each BR (Fig. 1) was reversed transcribed and the cDNA from each BR was used as a template for the qPCR. One microgram of total RNA was converted to cDNA using Maxima First Strand cDNA synthesis kit (Catalogue No. K1641; Thermo Fisher Scientific). The RT-qPCR was performed using Luminaris color HiGreeen High ROX qPCR master mix (Catalogue No. K0362; Thermo Fisher Scientific) on StepOne Plus PCR thermocycler (Applied Biosystems). Seventeen genes were selected to validate the microarray data, comprising of nine upregulated genes (BBC3, CDKN1A, CDKN2B, DDIT3, GABARAPL1, GADD45A, JUN, NDRG1, TP53) and eight downregulated genes (CCNA2, GINS2, HELLS, MCM2, MCM10, PLK1, RRM2 and SKP2). The primers used in the assay are listed in Table 1. The thermocycling condition for the real-time PCR was 50 °C for 2 min, 95 °C for 10 min, followed by 40 cycles of 95 °C for 15s, 60 °C for 30s (except for MCM2 and CDKN2B, 63 °C) and extension at 72 °C for 30s. RPS29 was selected as the internal control gene to normalize the gene expression data (De Jonge et al., 2007). Relative quantification of the target genes was calculated by comparative 2^−ΔΔ*CT*^ method (Livak & Schmittgen, 2001).

**Table 1:** Oligonucleotide sequences used for real-time qPCR assay.

Gene name	Forward (5′-3′)	Reverse (5′-3′)
BBC3	cccgtgaagagcaaatgag	accccctgatgaaggtgag
CDKN1A	gaccatgtggacctgtcac	ggcttcctcttggagaagatc
CDKN2B	atcccaacggagtcaaccg	agtctcagacaggcttgcagg
DDIT3	tcaccacacctgaaagcag	gagccgttcattctcttcag
GABARAPL1	gaccatccctttgagtatcgg	gaagaataaggcgtcctcaggtc
GADD45A	gttttgctgcgagaacgac	gaacccattgatccatgtag
JUN	ttctatgacgatgccctcaacgcctc	gaagccctcctgctcatctgtcacgttc
NDRG1	gcagagtaacgtggaagtggtcc	acggcatccactgcaggc
TP53	tgactgtaccaccatccactacaac	ttgcggagattctcttcctctg
CCNA2	cagaaaaccattggtccctc	cactcactggcttttcatcttc
GINS2	gccgagaaggagctggttac	gtttcaggttaatcgccagc
HELLS	gcttgatgggtccatgtctt	gacatctatcctgggcctga
MCM2	aagtgcaatttcgtcctgggtc	gcaaccttgttgtccttcttgg
MCM10	gcaaaaatcccctgtagagaag	tccccacaatttgacctctag
PLK1	acttcgtgttcgtggtgttgg	gcttgaggtctcgatgaataac
RRM2	gcgatttagccaagaagttcag	cccagtctgccttcttcttg
SKP2	cgctgcccacgatcatttat	ggagattctttctgtagccgct
RPS29	gcactgctgagagcaagatg	ataggcagtgccaaggaaga

### Statistical analysis

Statistical comparisons were carried out by independent *t*-test using SPSS statistical software version 22.0 (SPSS Inc., Chicago, IL, USA). Values are shown as mean ±SD. The acceptable level for statistical significance was *P* < 0.05.

## Results

### Microarray data validation by RT-qPCR

The validation was performed by measuring the expression of 17 different genes (nine upregulated, eight downregulated) through RT-qPCR. These genes were selected based on their important roles in processes such as cell cycle progression, cellular proliferation and programmed cell death. The selected genes had microarray fold change (MA_FC) value of ≥ ± 1.50, except TP53, which had MA_FC of approximately +1.30. Their differential expression likely made significant contribution towards MP-HX anticancer activity. A comparison of FC values between microarray (MA_FC) and RT-qPCR (qPCR_FC) techniques are shown in Table 2 and Fig. S1. 

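The genes of the RT-qPCR panel that are measured here lay at least 2-fold above vehicle on the arrays in all 5 cases listed as upregulated, in both lines. DDIT3, the stress-induced transcription factor CHOP, had a log2 fold change of 3.06 in HCT116 and 2.38 in HepG2. JUN, a component of the AP-1 transcription factor, had values of 2.18 and 2.33, and GABARAPL1, a protein of autophagosome formation, 1.91 and 2.29. BBC3, the pro-apoptotic protein PUMA, had values of 1.55 and 1.44, and the metastasis suppressor NDRG1 1.66 and 1.19.
All 6 measured genes listed as downregulated were below vehicle, 6 of them by at least 2-fold in HCT116 and 4 in HepG2. GINS2, a subunit of the replicative helicase, had a log2 fold change of -2.81 in HCT116 and -1.25 in HepG2, and MCM10, which activates that helicase, -2.55 and -2.02. The helicase subunit MCM2 had values of -2.24 and -0.67, the mitotic kinase PLK1 -2.20 and -0.90, cyclin A2 (CCNA2) -2.07 and -1.42, and RRM2, a subunit of ribonucleotide reductase, -1.92 and -1.13.
The medians of the higher genes, 1.91 and 2.29, lay above those of all 10000 random lists of the same size and expression level, and the medians of the lower genes, -2.22 and -1.19, below all of them. The study chose these genes on the same arrays, so their direction is not independent evidence, and with 64 added to the linear signal the median of the higher genes in HepG2 was 0.85, with DDIT3 at 0.85, BBC3 at 0.79 and NDRG1 at 0.68. GINS2 at -0.86 and RRM2 at -0.96 were then under 2-fold in HepG2 too, which left 2 higher and 2 lower genes at least 2-fold apart there. Beside the paper's RT-qPCR folds, the direction was the same in 22 of 22 pairs of gene and line, and the array fold was the smaller one in 19.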

The result showed that the direction of gene expression changes as revealed by RT-qPCR assay (17/17) was in agreement with the microarray data.

**Table 2:** Comparison of gene expression fold changes (FCs) obtained from microarray (MA_FC) and real-time qPCR (qPCR_FC) assays. The table shows gene expression FCs obtained by MA and qPCR assays. For qPCR assay, the data were normalized to RPS29 expression and each value represents mean qPCR_FC  ± SD (*n* = 3). A positive FC value indicates upregulation, while negative FC value indicates downregulation.

Cell line	Gene symbol	Gene name	MA_FC	qPCR_FC
HCT116	1. BBC3	BCL2 binding component 3	+2.93	+4.48 ± 0.69
	2. CDKN1A	Cyclin-dependent kinase inhibitor 1A	+2.36	+4.44 ± 0.33
	3. DDIT3	DNA-damage-inducible transcript 3	+8.36	+12.29 ± 0.15
	4. GADD45A	Growth arrest and DNA-damage-inducible, alpha	+3.23	+5.49 ± 0.49
	5. NDRG1	N-myc downstream regulated 1	+3.16	+6.52 ± 0.83
	6. GABARAPL1	GABA(A) receptor-associated protein like 1	+3.74	+8.35 ± 0.63
	7. JUN	Jun proto-oncogene	+4.53	+9.45 ± 0.86
	8. CDKN2B	Cyclin-dependent kinase inhibitor 2B	+3.95	+9.82 ± 0.21
	9. TP53	Tumor protein p53	+1.38	+2.01 ± 0.04
	10. CCNA2	Cyclin A2	−4.21	−18.89 ± 1.92
	11. GINS2	GINS complex subunit 2 (Psf2 homolog)	−7.03	−6.73 ± 0.10
	12. HELLS	Helicase, lymphoid-specific	−6.15	−6.43 ± 0.27
	13. RRM2	Ribonucleotide reductase M2	−3.80	−7.45 ± 1.05
	14. PLK1	Polo-like kinase 1	−4.60	−19.52 ± 0.87
	15. SKP2	S-phase kinase-associated protein 2	−4.86	−10.90 ± 0.17
	16. MCM2	Minichromosome maintenance complex component 2	−4.70	−32.97 ± 2.84
	17. MCM10	Minichromosome maintenance 10 replication initiation factor	−5.86	−23.99 ± 3.78
HepG2	1. BBC3	BCL2 binding component 3	+2.71	+2.68 ± 0.38
	2. CDKN1A	Cyclin-dependent kinase inhibitor 1A	+2.31	+2.03 ± 0.14
	3. DDIT3	DNA-damage-inducible transcript 3	+5.21	+7.69 ± 0.24
	4. GADD45A	Growth arrest and DNA-damage-inducible, alpha	+2.48	+2.12 ± 0.07
	5. NDRG1	N-myc downstream regulated 1	+2.29	+5.69 ± 1.70
	6. GABARAPL1	GABA(A) receptor-associated protein like 1	+4.87	+5.63 ± 0.14
	7. JUN	Jun proto-oncogene	+5.06	+6.00 ± 1.04
	8. CDKN2B	Cyclin-dependent kinase inhibitor 2B	+2.30	+3.52 ± 0.59
	9. TP53	Tumor protein p53	+1.34	+1.41 ± 0.05
	10. CCNA2	Cyclin A2	−2.66	−6.18 ± 0.52
	11. GINS2	GINS complex subunit 2 (Psf2 homolog)	−2.37	−2.19 ± 0.07
	12. HELLS	Helicase, lymphoid-specific	−4.03	−3.01 ± 0.14
	13. RRM2	Ribonucleotide reductase M2	−2.19	−3.83 ± 0.73
	14. PLK1	Polo-like kinase 1	−1.87	−14.94 ± 2.33
	15. SKP2	S-phase kinase-associated protein 2	−3.65	−28.53 ± 3.72
	16. MCM2	Minichromosome maintenance complex component 2	−1.59	−12.90 ± 2.53
	17. MCM10	Minichromosome maintenance 10 replication initiation factor	−4.04	−21.03 ± 1.00

### Analysis of microarray data using Transcriptome Analysis Console (TAC)

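In HCT116, 373 transcript clusters with a gene symbol were at least 2-fold higher with MP-HX and 468 were at least 2-fold lower, which makes 841 of 16098. In HepG2, 504 were higher and 347 lower, which makes 851.
Among genes brighter than the array median with MP-HX or vehicle, the furthest above vehicle in HCT116 was CXCL8, the neutrophil chemokine interleukin 8, at a log2 fold change of 6.20. It was followed by LURAP1L at 3.92, the haem-degrading enzyme HMOX1 at 3.51, MXD1, a MAX partner that opposes MYC, at 3.16 and the iron-binding protein LCN2 at 3.11, and the collagenase MMP1 had 3.08. The gene furthest below vehicle was DKK1, a secreted Wnt inhibitor, at -3.36, before the keratin KRT23 at -2.99. Among the next lowest were the mitotic kinesin KIF20A at -2.72, the cytokine receptor IL17RB at -2.70, CDCA7 at -2.57 and the nuclear lamin LMNB1 at -2.54.
In HepG2 the furthest above vehicle were MT1B at 8.38 and MT1M at 6.11, metallothioneins, small proteins that bind zinc and copper, and a further one, MT1H, had 5.12. The vehicle signals of MT1B and MT1H, like those of CXCL8 and MMP1 in HCT116, lay under the lower quartile of their array, so the exact size, and with it the rank of MT1H and MMP1, is not measured. Against the array median the log2 fold change was at least 6.86 for MT1B, 3.41 for MT1H, 4.97 for CXCL8 and 1.84 for MMP1. Metallothionein genes are close in sequence, and members without a named cluster are not analysed here. Other genes among the highest were SLFN5 at 4.09, the cytokine IL11 at 3.66, PCK1, an enzyme of gluconeogenesis, at 3.61 and the growth factor EREG at 3.53. Furthest below vehicle was KLHL14 at -2.83, with the replication initiation factor TICRR at -2.63 and the DNA exonuclease EXO1 at -2.54 among the next.
The counts depend on where the threshold lies, with 2703 clusters in HCT116 and 2740 in HepG2 at 1.5-fold, and 212 and 211 at 3-fold. Over all 48226 clusters they were 1725 and 1863, and with 64 added to the linear signal 345 and 277. That addition shrinks every difference, most of all for genes dim on one array. The log2 fold change of CXCL8 in HCT116 became 3.24, that of MMP1 0.90 and the log2 fold change of MT1B in HepG2 4.81. Of 201 values at least 2-fold apart from vehicle among the genes named, 139 were still so with 64 added, 80 of 104 in HCT116 and 59 of 97 in HepG2.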

Using a cut-off fold change (MA_FC) value of ±2.00, 1,290 and 1,325 genes were noted to be differentially regulated in HCT116 and HepG2 cells, respectively. Among these genes, 437 were differentially regulated in both cell lines (Fig. 2). 

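Of the clusters with a gene symbol that were at least 2-fold higher or lower, 298 were so in both lines. Of these, 141 were higher in both and 150 were lower in both, against 11.7 and 10.1 for independent lists of the same sizes. Those values treat all clusters alike. Over all clusters, 0.166% of the dimmest decile and 10% of the brightest were at least 2-fold apart in HCT116, and 0.29% and 8.6% in HepG2. Signal level alone therefore raises the overlap of unrelated lists, by an amount that was not tested. The contrasts share no array. Counted as distinct genes, those at least 2-fold apart from vehicle in one line mostly lay on the same side in the other: 316 of 361 genes higher in HCT116 were also above vehicle in HepG2, and 390 of 445 lower genes were below it. Of the genes at least 2-fold apart in HepG2, 379 of 473 higher and 269 of 336 lower ones had the same direction in HCT116.
In 6 genes the lines went opposite ways by at least 2-fold each. Lower in HCT116 and higher in HepG2 were 5 of them, and 1 was the other way. Independent lists of the same sizes would give more, 14.1 and 8.15. RGCC, a regulator of the cell cycle, had a log2 fold change of -1.45 in HCT116 and 2.13 in HepG2, and DHRS3, which reduces retinaldehyde, -2.04 and 1.29. KRTAP1-5 had values of -1.21 and 1.68, but its HCT116 signals of 2.96 with MP-HX, under the lower quartile of that array, and 4.17 with vehicle lay below the array medians, so its decrease there is not measured. The microRNA gene MIR3127 had -1.65 and 1.14, and the ribosome biogenesis factor BOP1 -1.20 and 1.07, where a second cluster of BOP1 had -0.31 in HCT116. IL1RAP, a subunit of the interleukin 1 receptor, was the reverse case at 1.03 and -1.41. After quantile normalization BOP1 and IL1RAP were no longer among them. With 64 added to the linear signal, an alternative chosen after the data were seen, 0 of the 6 remained: DHRS3 was at 0.98 in HepG2, RGCC at -0.60 and 0.77, KRTAP1-5 at -0.19 and 0.53, MIR3127 at -0.48 and 0.25, BOP1 at -0.99 and 0.80, and IL1RAP at 0.33 and -0.72.
Taking the lines as 2 pairs, an additive model in limma with the line as a block, also chosen after the data were seen, gave 0 clusters at an adjusted p under 0.05, and 2040 at an unadjusted p under 0.05, 1096 higher and 944 lower, where chance alone gives 805 in both directions together. Its spread is that between the responses of the lines, which had different doses. The mean log2 fold change was -2.52 for E2F8 (standard error 0.17) and 2.25 for JUN (standard error 0.17), each with adjusted p = 0.19 from limma, the lowest value of any cluster. Adjusted over the gene list alone, 30 of 32 genes of mitosis and 19 of 20 of the replication fork were lower. So were 14 of 16 of homologous recombination, while 8 of 11 targets of ATF4 and CHOP and 7 of 12 of NRF2 were higher. Over all clusters 0 passed. Fewer passed in other lists, such as 4 of 16 p53 targets, 1 of 10 pro-apoptotic genes and 0 of 8 heat shock genes. The lists were written after the paper's tables, made from these arrays, had been read. For genes named there these counts are not independent evidence.
Across 14884 genes, which are not independent replicates, the Pearson correlation of the log2 fold changes of the 2 lines was 0.436. It was 0.516 over genes above the median of all clusters in at least 1 array of each line.

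**Figure D1:**
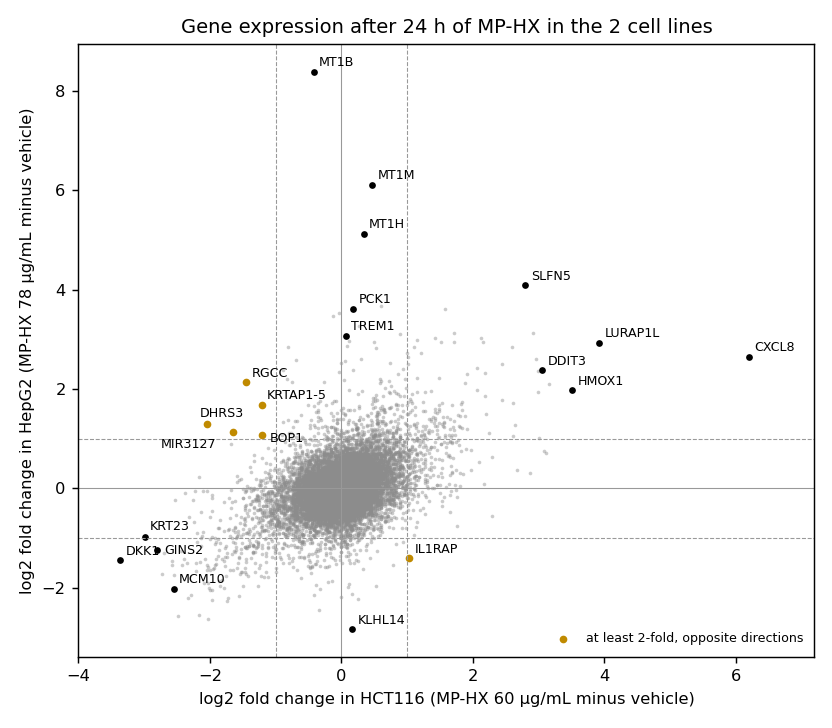
Log2 fold change (MP-HX minus vehicle) of each gene in HCT116 (horizontal axis) and in HepG2 (vertical axis), 1 point per gene. Dashed lines mark 2-fold, labelled black points are some of the genes furthest from vehicle, and orange points are the 6 genes at least 2-fold apart in opposite directions.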

Subjecting the genes to TAC software analysis revealed a total of 130 and 164 Wikipathways (WPs) that were significantly regulated (*p* < 0.05) in HCT116 and HepG2 cells, respectively (Data S1). TAC ranked the WPs based on significance score.

**Figure 2:**
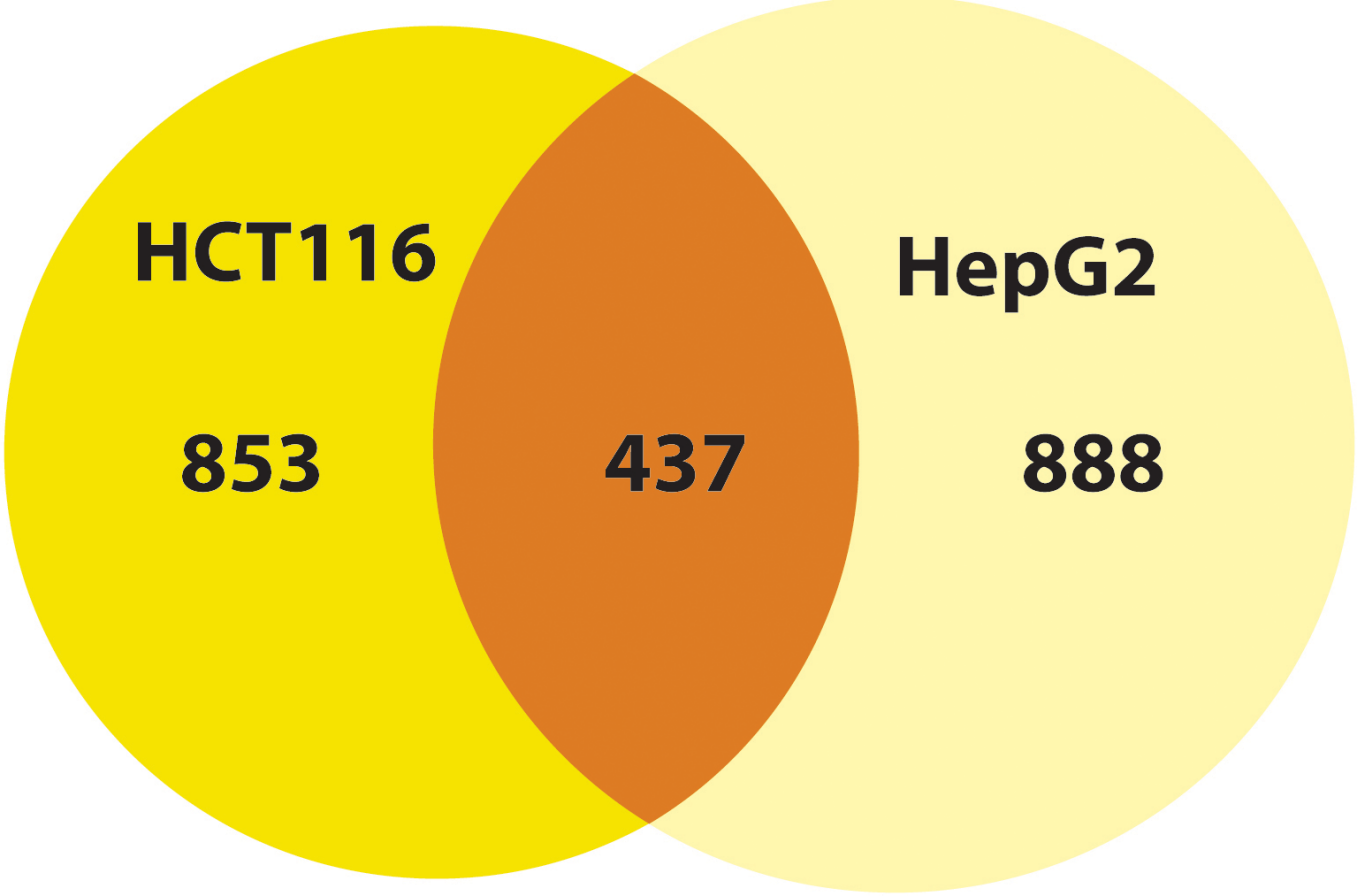
MP-HX treatment induced differential expression of genes inHCT116 and HepG2 cells. The Venn diagram shows the number of differentially expressed genes induced by MP-HX in HCT116 and HepG2 cells (MA_FC ≥ ±2.00).

Among the WPs that were significantly regulated, “Retinoblastoma (RB) in cancer” (RIC-WP) ranked the highest in HCT116 and HepG2 cells, with significant scores of 36.09 and 22.82, respectively. In both cell lines, almost all of RIC-WP genes which can promote cell cycle progression and proliferation were downregulated. This pathway interacted with 45 genes (one upregulated, 44 downregulated) in HCT116 cells, and 35 genes (four upregulated, 31 downregulated) in HepG2 cells (Figs. S2 and S3). These figures showed that MP-HX treatment induced downregulation of E2F, CDK1, CDK2, CDK6, CCNA2, CCNB1, CCNB2, CCNE1 and CCNE2 in both cell lines.

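Genes of cell division were lower with MP-HX as groups in both lines. Of 32 measured genes of mitosis, 30 were at least 2-fold lower in HCT116 and 21 in HepG2, with a median log2 fold change of -1.51 and -1.23. Among them CENPI, a centromere protein, had a log2 fold change of -1.97 in HCT116 and -2.24 in HepG2. Of 9 measured genes of deoxynucleotide synthesis, 7 were at least 2-fold lower in HCT116 (median -1.20) and 1 in HepG2 (median -0.76). RRM1, the large subunit of ribonucleotide reductase, had values of -1.49 and -0.91, and SHMT1, an enzyme of folate metabolism, -1.34 and -0.80.
Of 10 measured genes of the E2F and RB families, 4 were at least 2-fold lower in HCT116 (median -0.55) and 3 in HepG2 (median -0.47). The lowest was E2F8, a repressor of E2F targets, at -2.49 and -2.56, and the RB-related RBL1 had -1.70 and -1.65.
To describe these arrays, each median was set among those of 10000 random gene lists of the same size and expression level. The lists were written after the paper's tables, made from these arrays, had been read. For genes named there the percentiles, here and below, are not independent evidence. The mitosis medians lay below all of them in both lines, the deoxynucleotide medians at percentiles 0 and 0.01, and the E2F and RB medians at percentiles 0.55 and 0.325. With 64 added to the linear signal the deoxynucleotide median in HepG2 was -0.49, 4 of its genes in HCT116 (SHMT1 at -0.88 not among them) and 0 in HepG2 were at least 2-fold lower, and 27 and 14 genes of mitosis were.

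**Figure D2:**
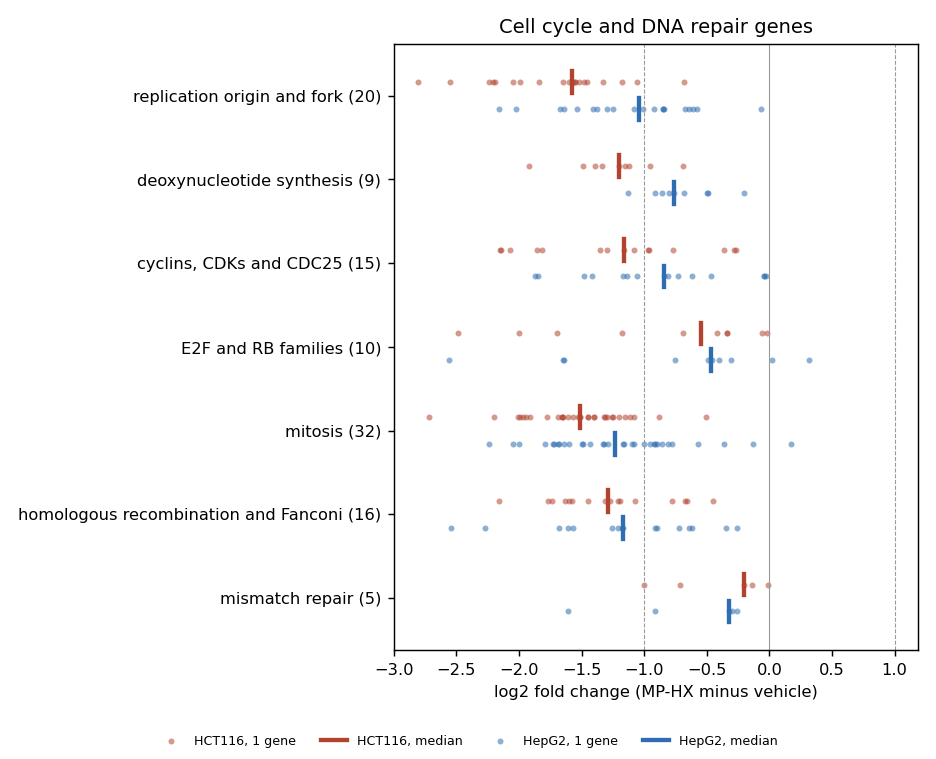
Log2 fold changes (MP-HX minus vehicle, horizontal axis) of the genes of each cell cycle and DNA repair list, with 1 point per gene, red for HCT116 and blue for HepG2, and a bar at the median. The number of measured genes stands beside each list, and dashed lines mark 2-fold.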

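In HCT116, 33 of the 44 genes listed as downregulated in this pathway are measured here, and 33 were at least 2-fold lower, with log2 fold changes from -2.21 to -1.02 and a median of -1.46. In HepG2, 24 of the 31 are measured and 22 were at least 2-fold lower, with values from -1.87 to 2.05 and a median of -1.25. The others were RRM1 at -0.91 and the microRNA gene MIR21 at 2.05. Of 3 measured genes listed as upregulated in HepG2, 2 were at least 2-fold higher and MSH6 had -1.61. The lists were drawn from these same arrays, so the counts are not independent evidence. Carried over to the other line, the HCT116 list had 32 of 33 genes below vehicle in HepG2, 21 of them by at least 2-fold. Adding 64 to the linear signal left 24 genes of the HCT116 list and 8 of the HepG2 list at least 2-fold lower in their own line.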

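CDK1, the kinase that drives entry into mitosis, and its cyclins lay at least 2-fold below vehicle in both lines. CDK1 had a log2 fold change of -1.86 in HCT116 and -1.87 in HepG2, its partner CCNB1 -1.82 and -1.85, and CCNB2 -1.35 and -1.14. CDK6, which starts RB phosphorylation with D cyclins, had values of -1.30 and -1.06, and CCNE2, a cyclin of S phase entry, -2.14 and -1.17. CDK2, the partner of cyclins E and A, had values of -1.08 and -0.73, and CCNE1 -0.77 and -0.81. Among the E2F transcription factors, which drive S phase genes, E2F2 had -2.00 and -1.64, E2F1 -1.18 and -0.49 and E2F3 -0.42 and 0.02. Under 2-fold with 64 added to the linear signal were CCNB2 at -0.86, CDK6 at -0.89, CCNE2 at -0.40 and E2F2 at -0.72 in HepG2, and CDK2 at -0.97 and E2F1 at -0.80 in HCT116. The log2 signal of CCNA2 was 8.46 with MP-HX and 10.53 with vehicle in HCT116, and 8.61 and 10.03 in HepG2.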

The ‘G_1_ to S cell cycle control’ Wikipathway (G_1_SCC-WP) had significant scores of 18.42 in HCT116 and 10.58 in HepG2 cells (Figs. S4 and S5). Twenty-seven genes in G_1_SCC-WP were modulated in HCT116 cells, of which 23 were downregulated. 

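In HCT116, 17 of the 23 genes listed as downregulated are measured here, and all 17 were at least 2-fold lower, with a median log2 fold change of -1.84. Of the 4 listed as upregulated 1 is measured, the transcription factor gene CREB3, at 1.26. These genes were selected on the same arrays, which makes the count no independent evidence. In HepG2 the same 17 genes had a median of -1.17.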

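In HepG2, 11 genes of the pathway that the study lists as downregulated are measured, and 11 were at least 2-fold lower, with a median log2 fold change of -1.54. Among genes listed as upregulated, the proto-oncogene MYC had a log2 fold change of 1.00, under 2-fold at 0.96 after quantile normalization and 0.91 with 64 added to the linear signal, and CREB3 1.10, or 0.91 with 64 added. The same setting left 6 of the 11 lower genes at least 2-fold lower. The selection was made on these arrays and the tally is therefore not independent evidence. All 11 lower genes were also at least 2-fold lower in HCT116, where their median was -2.00.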

In HepG2 cells, 20 genes were modulated, of which 15 were downregulated. The G_1_/S cell cycle transition is activated by cyclins, CDKs and E2F proteins. This transition can be inhibited by CDK inhibitors. 

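CDC25A, the phosphatase that activates CDK2 at S phase entry, had a log2 fold change of -2.15 in HCT116 and -1.48 in HepG2. PCNA, the sliding clamp of DNA polymerases, had values of -1.06 and -1.38. The replicative helicase subunit MCM6 was at -2.21 and -1.67, and its partner MCM5 was at -1.84 and -0.64, the latter short of 2-fold. CDC25A in HepG2 and PCNA in HCT116 were just under 2-fold with 64 added to the linear signal, at -0.98 and -0.99.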

From the figures, many genes in G_1_SCC-WP which can promote proliferation were downregulated in both cell lines (CDC25A, CCNE2, PCNA, MCM3/5/6, POLE2, POLA2, CDK6, PRIM1, CDK1, CCNB1). In contrast, MP-HX upregulated GADD45A, CDK inhibitors p15 (CDKN2B) and p21 (CDKN1A) in both cell lines (Figs. S4 and S5).

The ‘Cell Cycle’ WikiPathway (CC-WP) (Figs. S6 and S7) had significant scores of 17.05 in HCT116 and 7.93 in HepG2. 

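In HCT116, 28 of the 31 pathway genes of the paper's list are measured, and 28 were at least 2-fold lower, with log2 fold changes between -2.55 and -1.06 and a median of -1.76. They include helicase subunits of the MCM family, cyclins and the spindle checkpoint kinase BUB1, which had -1.91. The list came from these arrays and is not independent evidence.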

In HCT116, 31 genes were modulated, and they were all downregulated. In contrast, HepG2 cells showed modulation of 21 genes, of which 19 were downregulated and only two were upregulated. 

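In HepG2, 18 of the 19 genes listed as downregulated are measured, and 18 were at least 2-fold lower, with a median log2 fold change of -1.46. Of the 2 listed as upregulated 1 is measured, the histone deacetylase HDAC5, at 1.28. As the list was made from these arrays, its tally is not independent evidence. In HCT116 the same 18 genes were all below vehicle and 17 were at least 2-fold lower. HDAC5 was at 0.94, and 11 of the 18 genes were at least 2-fold lower, with 64 added to the linear signal.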

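Of 15 genes encoding cyclins, their kinases and CDC25 phosphatases, all measured here, 9 were at least 2-fold lower in HCT116 and 7 in HepG2. None was at least 2-fold higher in either line, and the medians of -1.16 and -0.84 lay below those of 10000 random lists. With 64 added to the linear signal the HepG2 median was -0.55 and 3 genes were at least 2-fold lower there.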

The dataset showed that MP-HX downregulated the expression of many cell cycle promoting genes in CC-WP in both cell lines, and these include CCNA2, CCNB1, CCNB2, CCNE2, CDK1, CDK2 and CDK6 (Figs. S6 and S7). 

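The log2 signal of MCM2 was 7.41 with MP-HX and 9.65 with vehicle in HCT116, and 7.93 and 8.60 in HepG2. PLK1, a kinase of mitotic entry and spindle assembly, was among the brighter clusters, at 9.04 with MP-HX and 11.24 with vehicle in HCT116 and 10.28 and 11.18 in HepG2. The replication factor MCM10 was at 7.06 and 9.61 in HCT116 and at 6.57 and 8.59 in HepG2.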

MP-HX also downregulated MCM2 and PLK1 expression in HCT116, while MCM10 was downregulated in both cell lines.

The “DNA damage response” WikiPathway (DDR-WP) was also modulated by MP-HX, with significance score values of 6.67 and 6.38 in HCT116 and HepG2, respectively. In HCT116, four genes were upregulated and 11 genes were downregulated (Fig. S8). 

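Of the genes the paper lists here for HCT116, 9 of the 11 downregulated ones are measured and 9 were at least 2-fold lower, with log2 fold changes between -2.15 and -1.08 and a median of -1.30. In HepG2 the same genes had a median of -1.14, with 6 at least 2-fold lower. Adding 64 to the linear signal left 5 of the 9 at least 2-fold lower in HCT116. The choice of genes on these arrays means the tally is not independent evidence.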

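In HepG2, 6 listed genes on the lower side are measured, and all 6 were at least 2-fold lower with a median log2 fold change of -1.19. On the upper side 3 are measured, and SFN, the checkpoint protein 14-3-3 sigma, was the highest at 2.72. In HCT116 SFN had 1.00, or 0.98 with 64 added to the linear signal, which left 1 of the 6 lower and 1 of the 3 higher genes in HepG2 at least 2-fold apart from vehicle. These are genes picked on these arrays, so this is not independent evidence.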

In HepG2, six genes were upregulated and nine genes were downregulated (Fig. S9). MP-HX significantly downregulated CHEK1, RAD51, CDC25A, cyclins and CDKs expression, while CDKN1A, BBC3 and GADD45A were upregulated in both cell lines.

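CHEK1, the kinase that halts the cell cycle when replication stalls, had a log2 fold change of -1.21 in each line. Of 16 measured genes of homologous recombination and the Fanconi pathway, 12 were at least 2-fold lower in HCT116 and 9 in HepG2, with medians of -1.29 and -1.17 that lay below all 10000 random lists. The helicase BRIP1 had values of -1.74 and -2.27, RAD51AP1 -1.31 and -1.68, and CLSPN, which activates CHEK1, -1.77 and -1.57, while a second, dim CLSPN cluster had -0.19 and 0.13.
In mismatch repair 5 genes had medians of -0.20 and -0.32, at percentiles 20.87 and 7.33 of the random lists. All 5 were below vehicle in both lines, and the difference between the lists was not tested. MSH6 was 2.00-fold lower in HCT116 and at a log2 fold change of -1.61 in HepG2, and PMS2 had -0.71 and -0.91. With 64 added to the linear signal the recombination median in HepG2 was -0.65 and the mismatch repair medians were -0.11 and -0.21. The recombination genes at least 2-fold lower were then 6 in HCT116 and 2 in HepG2, while CHEK1 was at -0.96 and -0.92, RAD51AP1 at -0.73 and -0.82, CLSPN at -0.98 in HepG2 and MSH6 at -0.74 in HCT116.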

The “Apoptosis” Wikipathway (AP-WP) is was modulated by MP-HX with **s**ignificance scores of 3.95 and 3.16 in HCT116 and HepG2 cells, respectively (Figs. S10 and S11). In HCT116, 10 genes were upregulated and three genes were downregulated. 

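In HCT116, 7 of the 10 genes listed as upregulated are measured and 7 were at least 2-fold higher, with a median log2 fold change of 1.49. Apart from BBC3 and JUN they were IRF7 at 1.65 and IRF1 at 1.24, transcription factors of the interferon response, the signalling adaptor TRAF1 at 1.49, the mitophagy receptor BNIP3L at 1.20 and BIRC2, an inhibitor of apoptosis, at 1.13. TP73, a relative of the p53 protein and listed as downregulated, had -1.02. Adding 64 to the linear signal put IRF7 at 0.79, IRF1 at 0.75, TRAF1 at 0.61, BIRC2 at 0.80 and TP73 at -0.62, which left 3 of the 7 at least 2-fold higher. The genes were chosen on these arrays, so their direction is not independent evidence.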

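In HepG2, 6 of the 7 apoptosis genes listed as upregulated are measured, and 6 were at least 2-fold higher, with a median log2 fold change of 1.33. The microRNA gene MIR29A had 1.22 in HepG2 and -0.48 in HCT116. Only 1 of the 6 was at least 2-fold higher with 64 added to the linear signal, and MIR29A was at 0.13 in HepG2, where its signals of 3.55 with MP-HX and 2.33 with vehicle lay below the array medians and its size is not measured. The 5 genes listed as downregulated are not analysed here. The list was drawn from these arrays and is not independent evidence.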

In HepG2, 12 genes were modulated and seven of them were upregulated. 

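The log2 signal of BBC3, which frees BAX and BAK by binding their inhibitors, was 8.07 with MP-HX and 6.52 with vehicle in HCT116, and 7.02 and 5.58 in HepG2. JUN was at 10.27 and 8.09 in HCT116 and at 9.92 and 7.59 in HepG2. The higher level of JUN in each line amounts to a fold of 4.53 and 5.03.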

MP-HX upregulated the expression of BBC3 and JUN while it downregulated the expression of HELLS in both cell lines. In HepG2 cells, BAK1 and PMAIP1 were also upregulated by MP-HX. On the other hand, MP-HX downregulated BIRC5 expression in HCT116.

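BAK1, which permeabilises the mitochondrial outer membrane, had a log2 fold change of 1.11 in HepG2 and 0.04 in HCT116. PMAIP1, the BH3-only protein NOXA, had 1.63 in HepG2 and 0.76 in HCT116, under 2-fold in the latter. The HepG2 values were 0.78 for BAK1 and 0.59 for PMAIP1 with 64 added to the linear signal.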

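BIRC5, or survivin, a protein of the chromosomal passenger complex that also blocks caspases, had a log2 fold change of -1.78 in HCT116, with a log2 signal of 7.44 with MP-HX and 9.22 with vehicle.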

### IPA analysis - Top canonical pathways modulated by MP-HX in HCT116 and HepG2 Cells

IPA enriched 55 and 135 canonical pathways (*p* < 0.05) in HCT116 and HepG2, respectively. Canonical pathways (CPs) with -log (*p*-value) of 3.0 and above are shown in Figs. 3 and  4. In HCT116, top most significant CPs include “cell cycle control of chromosomal replication”, “role of BRCA1 in DNA damage response”, “cell cycle: G_2_/M DNA damage checkpoint regulation”, “mitotic roles of polo-like kinase”, “unfolded protein response”, and “estrogen mediated S-phase entry” (Fig. 3). 

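Genes that build and run the replication fork were lower in HCT116: of 20 measured, 19 were at least 2-fold lower and the median log2 fold change of -1.58 lay below all 10000 random lists. Genes of ER stress were higher. Of 23 ER chaperones and unfolded protein response genes 12 are measured. Of these 12, 5 were at least 2-fold higher, and the median of 0.78 lay above all random lists. The stress sensor EIF2AK3 (PERK) had a log2 fold change of 1.64, SEL1L, of ER-associated degradation, 1.39, and the transcription factor XBP1 1.29. The others of the 5 were ERN1 at 1.52 and HYOU1 at 1.28. Members that moved little included CALR at 0.19, CANX at 0.38, CRELD2 at 0.22 and SDF2L1 at -0.05. Of 11 measured targets of ATF4 and CHOP, transcription factors of the same stress response, 6 were at least 2-fold higher with a median of 1.81. ATF3 had 2.12 and SESN2, an inhibitor of mTORC1, 2.45.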

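Targets of NRF2, the transcription factor of the oxidative stress response, were higher in HepG2. Of 12 measured, 7 were at least 2-fold higher with a median log2 fold change of 1.31, above all 10000 random lists. In HCT116, 8 of them were at least 2-fold higher. The thiol-reducing enzymes SRXN1 and TXNRD1 had log2 fold changes of 1.97 and 1.35 in HepG2 and 2.07 and 1.71 in HCT116, and OSGIN1 1.70 and 1.82. Genes of the replication fork were lower in HepG2, where 11 of 20 were at least 2-fold lower with a median of -1.04, below all random lists, and 7 with 64 added to the linear signal.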

In HepG2, top CPs were “hereditary breast cancer signaling”, “NRF2- mediated oxidative stress response”, “role of BRCA1 in DNA damage response”, “ATM signaling”, “cell cycle control of chromosomal replication”, “estrogen mediated S-phase entry” and “GADD45 signaling” (Fig. 4).

**Figure 3:**
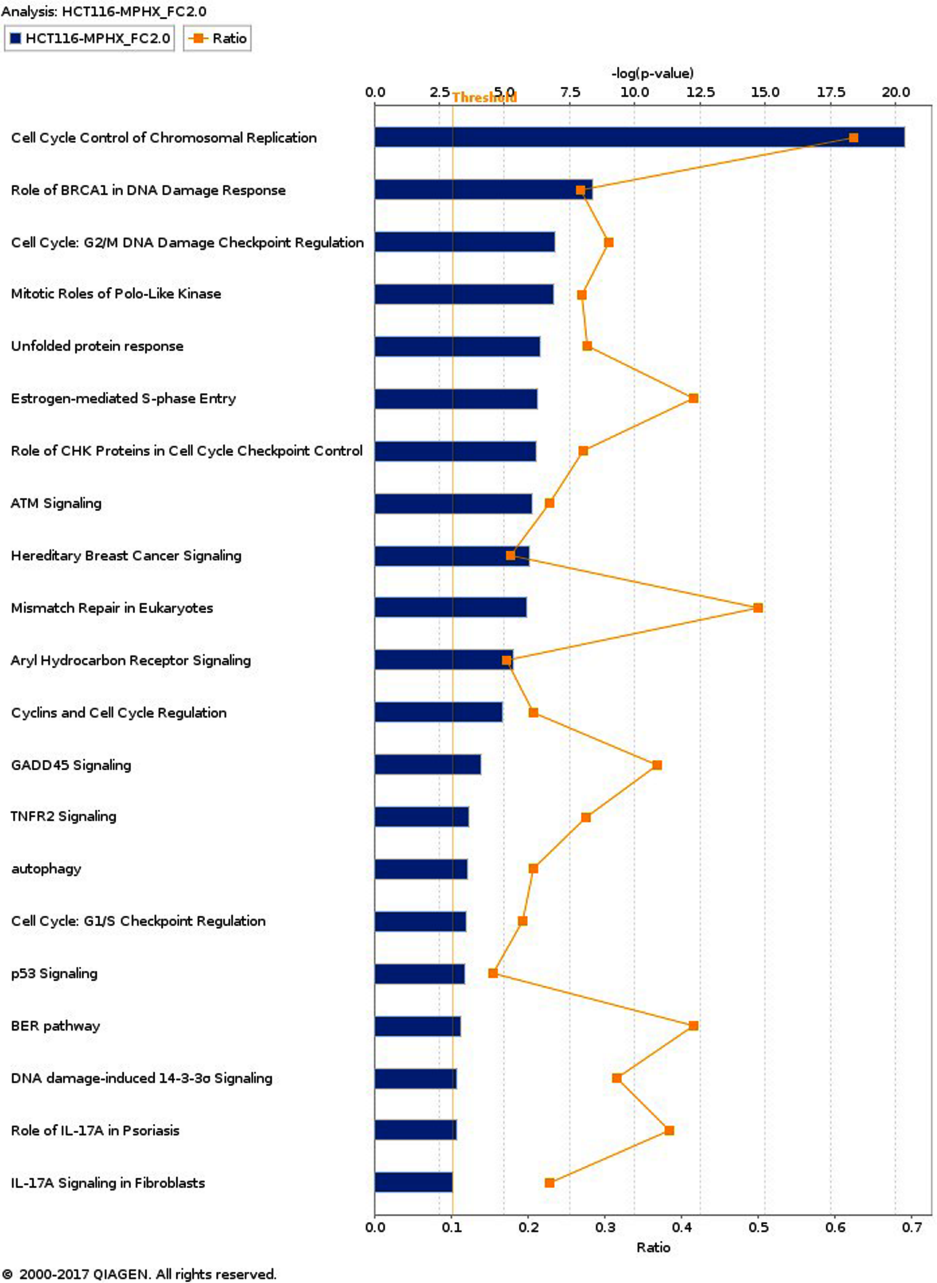
Top canonical pathways (CPs) enriched in HCT116 cells after MP-HX treatment. IPA software ranked the top CPs based on -log (*p*-value). Ratio value denotes the number of molecules in the dataset divided by the total number of molecules associated with the pathway. Data were analyzed through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis).

**Figure 4:**
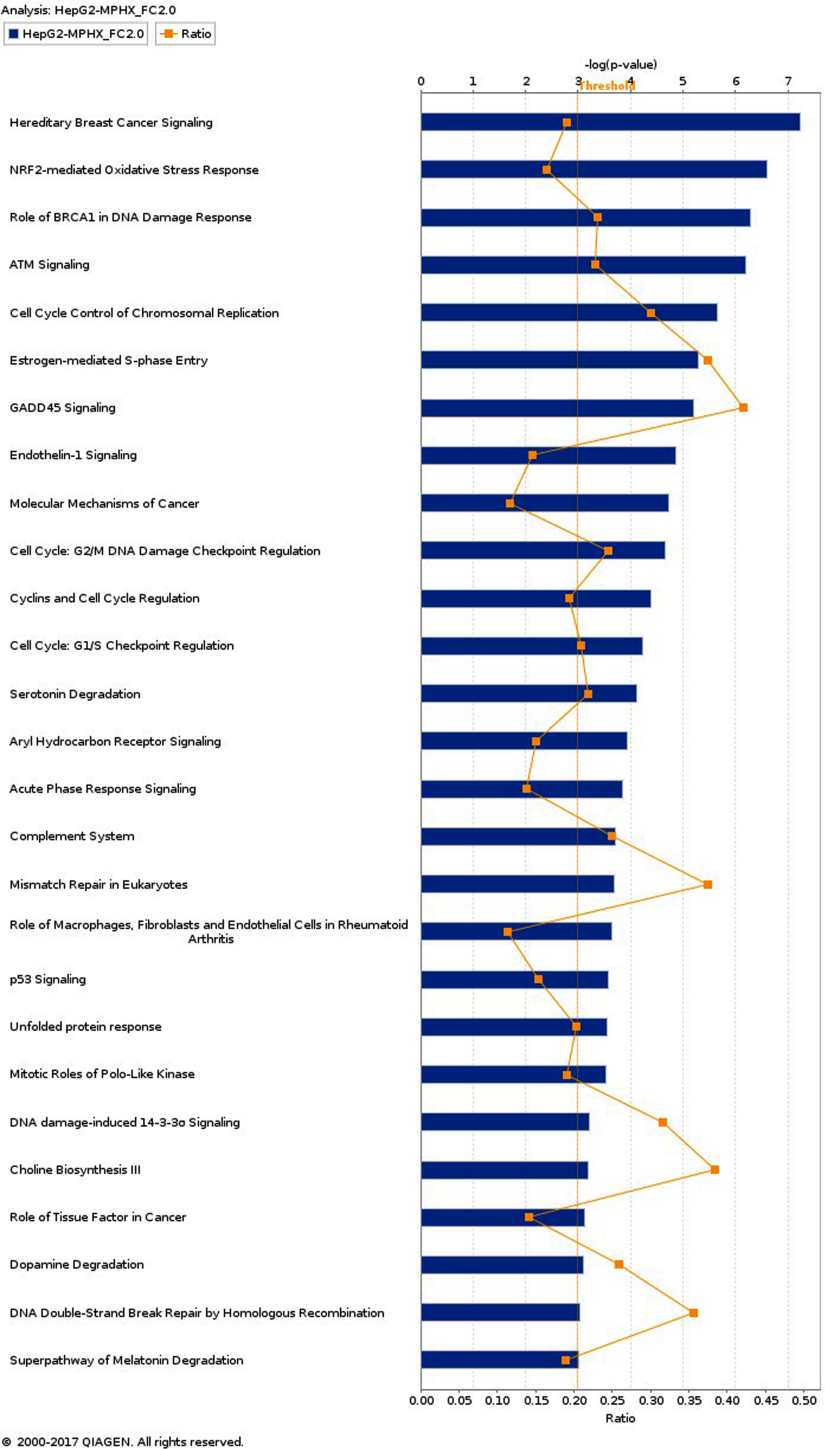
Top canonical pathways (CPs) enriched in HepG2 cells after MP-HX treatment. IPA software ranked the top CPs based on -log (*p*-value). Ratio value denotes the number of molecules in the dataset divided by the total number of molecules associated with the pathway. Data were analyzed through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis).

A comparison of over-represented CPs in HCT116 and HepG2 are shown in Table 3. The CPs are ranked according to their respective -log (*p*-value). Based on the list, HCT116 showed a higher –log (*p*-value) for most of the CPs. In HepG2, only three CPs showed higher –log (*p*-value) than that of HCT116, and these include “hereditary breast cancer signaling”, “ATM signaling” and “NRF2-mediated oxidative stress response”. These observations could mean that although MP-HX may have exerted a similar anticancer effect in both cell lines, a subset of different effect or mechanism of action may have also occurred between the cell lines.

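Set side by side, some stress responses differed in size between the lines. Targets of NF-kB, the transcription factor of inflammation, were higher in HCT116: 8 of 10 measured were at least 2-fold higher there (median log2 fold change 1.37) and 3 in HepG2 (0.44), and the difference ran the same way in 10 of 10 genes. The chemokines CXCL3 and CCL20 had 2.87 and 1.85 in HCT116, and 0.30 and 0.28 in HepG2. CCL20 was already bright with vehicle in HepG2, at a log2 signal of 9.77 against 4.00 in HCT116. CXCL8 had log2 fold changes of 6.20 in HCT116 and 2.65 in HepG2. NFKB2, at 1.42 and 1.26, and TNIP1, at 1.32 and 1.14, were closer in the 2 lines. AP-1 and immediate early genes, which respond first to stress and growth signals, were higher in HepG2, with 12 of 17 at least 2-fold higher (median 1.25) against 6 in HCT116 (0.60). EGR1 had 2.84 in HepG2 and -0.81 in HCT116, where a second EGR1 cluster had 0.55 in HepG2.
Targets of ATF4 and CHOP did not stand apart in this way, with a median of 1.73 in HepG2, while ER chaperones and unfolded protein response genes had a median of 0.29 there. The median difference between the lines, HepG2 minus HCT116, was -0.67 for NF-kB targets and 0.91 for AP-1 genes, at percentiles 0.01 and 100 of 10000 random lists. Cell line and dose cannot be separated. With 64 added to the linear signal the NF-kB medians were 0.70 and 0.19, 3 and 0 of its genes were at least 2-fold higher, and the log2 fold change of CXCL3 in HCT116 was 1.10, with CCL20 at 0.61.

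**Figure D3:**
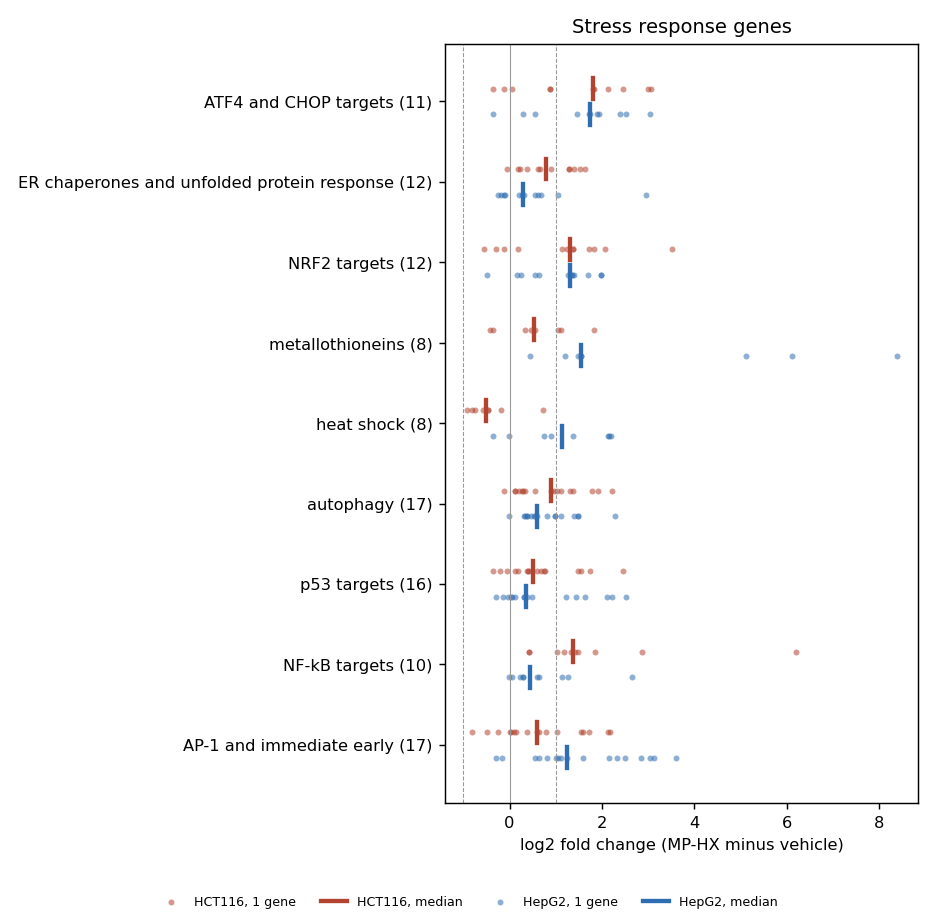
Log2 fold changes (MP-HX minus vehicle, horizontal axis) of the genes of each stress response list, 1 point per gene, red for HCT116 and blue for HepG2, with a bar at each median and dashed lines at 2-fold. The number of measured genes stands beside each list. The heat shock and metallothionein lists lie furthest apart between the lines.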

**Table 3:** Modulation of canonical pathways (CPs) in HCT116 and HepG2 by MP-HX. The table shows the top canonical pathways modulated by MP-HX in the cell lines. They were ranked by IPA software based on −log (*p*-value).

Canonical pathway	−log (*p*-value)	
	HCT116	HepG2
1. Cell Cycle Control of Chromosomal Replication	20.34	5.67
2. Role of BRCA1 in DNA Damage Response	8.36	6.28
3. Hereditary Breast Cancer Signaling	5.95	7.25
4. ATM Signaling	6.08	6.19
5. Cell Cycle: G2/M DNA Damage Checkpoint Regulation	6.96	4.66
6. Estrogen-mediated S-phase Entry	6.25	5.29
7. Mitotic Roles of Polo-Like Kinase	6.91	3.54
8. Unfolded protein response	6.35	3.55
9. NRF2-mediated Oxidative Stress Response	2.96	6.61
10. Mismatch Repair in Eukaryotes	5.84	3.68

### IPA analysis - Diseases and Functions Modulated by MP-HX in HCT116 and HepG2 Cells

The top category of diseases and functions modulated in HCT116 and HepG2 cells by MP-HX include “cancer”, “organismal injury and abnormalities”, “gastrointestinal disease”, “cell death and survival”, “cell cycle”, “cellular assembly and organization”, “DNA replication, recombination and repair”, “cellular development” and “cellular growth and proliferation” (Figs. S12 and S13). In both HCT116 and HepG2 cells, the predicted activation *z*-scores appeared supportive of MP-HX activity, as the negative values are suggestive of inhibition of processes associated with cell growth, cell proliferation and cell cycle (Table 4).

**Table 4:** Modulation of diseases and biological functions by MP-HX in HCT116 and HepG2 cells. The table shows the enriched terms corresponding to diseases or biological functions, along with the number of associated genes in the experimental dataset, *p*-value and activation *z*-score. The *z*-score is calculated by the IPA software which predicts whether a specific disease or bio-function is increased (positive *z*-score) or decreased (negative *z*-score) based on the experimental dataset.

Cell line	Categories	Diseases or biological functions	*p*-value	*z*-score	Number of genes
HCT116	Cellular development; cellular growth and proliferation	Cell proliferation of tumor cell lines	6.26E−16	−2.60	218
	DNA replication, recombination, and repair	DNA replication	3.48E−13	−2.07	27
	Cell cycle	S-phase	1.37E−11	−3.47	40
	Cell cycle	M-phase of tumor cell lines	5.02E−11	−2.00	28
	Cell cycle; DNA replication, recombination, and repair	Checkpoint control	6.93E−09	−2.55	15
	Cell death and survival	Cell death of cervical cancer cell lines	7.07E−08	+2.66	60
	Cell death and survival	Apoptosis of cervical cancer cell lines	1.71E−06	+3.37	47
	Cell cycle	G1-phase of tumor cell lines	4.41E−06	+2.39	35
	Cell cycle	Entry into interphase	7.87E−06	−2.30	17
	DNA replication, recombination, and repair	DNA damage	9.03E−06	+2.42	24
	Cell cycle	Entry into S-phase	1.42E−05	−2.57	16
	Cell death and survival	Cell viability of cervical cancer cell lines	3.01E−05	−2.18	34
	Cellular development; cellular growth and proliferation	Cell proliferation of breast cancer cell lines	3.58E−05	−2.94	61
HepG2	Cell death and survival	Apoptosis of cervical cancer cell lines	1.48E−08	+2.34	51
	Cell death and survival	Cell viability of cervical cancer cell lines	4.67E−05	−2.01	33
	Cell cycle	G1-phase of tumor cell lines	1.96E−04	+2.01	30
	Cell cycle	M-phase of tumor cell lines	2.17E−04	−2.34	17
	Cell cycle; DNA replication, recombination, and repair	Checkpoint control	5.56E−04	−2.38	9
	Cell death and survival; cellular development	Self-renewal of tumor cell lines	9.53E−04	−2.20	5

### IPA analysis - Upstream Regulators Prediction in HCT116 and HepG2 Cells

IPA upstream regulator analysis (URA) examines how many known targets of each transcriptional regulator (TR) are present in the dataset and compares their direction of change to what is expected from the literature to predict the likely relevant TRs. If the observed direction of change is mostly consistent with a particular activation state of the TR (“activated” or “inhibited”), then a prediction is computed about that activation state (*z*-score). This can provide insights on the underlying mechanism for the biological activities in the tissue/cells being studied.

A comparison of top upstream regulators modulated in HCT116 and HepG2 cells is depicted in Fig. 5. The heatmap shows that most of the upstream regulators were modulated in the same direction in both cell lines, except IgG and ERBB2. There were only slight differences in the activation *z*-scores of AREG, SMARCA4, HDAC, CDKN1A, F7, IL1A, NFKB, E2F3 and TREM1 between the HCT116 and HepG2 cells. This observation suggests MP-HX exerted its effect by modulating a similar set of upstream regulators in both cell lines. The top upstream regulators that were predicted to be modulated by MP-HX in HCT116 and HepG2 cells are also listed in Table 5. 

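The predictions rest on the targets of a regulator, and the regulator's own transcript can stand elsewhere. FOXM1, a transcription factor of mitotic genes, had a log2 fold change of -1.57 in HCT116 and -0.91 in HepG2, and CIP2A, an inhibitor of the phosphatase PP2A, -1.35 and -1.14, the latter -0.87 with 64 added to the linear signal. The histone demethylase KDM5B had values of 1.28 and 0.11. TREM1, a receptor of myeloid cells, had 0.07 in HCT116 and 3.07 in HepG2, where adding 64 to the linear signal makes the log2 fold change of TREM1 in HepG2 1.04. Values within 2-fold of vehicle in both lines included those of E2F3 and of TNF at 0.09 and 0.57, MITF at 0.17 and 0.31, ESR1 at -0.22 and 0.11 and TAL1 at -0.27 and -0.29.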

NUPR1 was the most significant upstream regulator in HCT116 and HepG2 with activation *z*-scores of +10.94 and +12.21, respectively. 

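Of 16 measured p53 target genes, 4 were at least 2-fold higher in HCT116 and 6 in HepG2, and none was at least 2-fold lower. The median log2 fold change was 0.51 in HCT116 and 0.35 in HepG2, at percentiles 99.96 and 97.58 of 10000 random lists. The secreted stress protein GDF15 had log2 fold changes of 1.48 and 2.21 and the kinase PLK3 0.59 and 2.11, while TP53INP1, which promotes autophagy and cell death, had 1.73 and 0.06. Of the list, SESN2 is also a target of ATF4. Adding 64 to the linear signal left 3 of the 6 at least 2-fold higher in HepG2.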

IPA also ranked TP53 as the second most significant upstream regulator in both cell lines, with activation *z*-scores of +7.16 and +6.22 in HCT116 and HepG2 cells, respectively. Another upstream regulator predicted by IPA was RABL6 (RAB, member RAS oncogene family like 6), which had activation *z*-scores of −6.25 and −4.80 in HCT116 and HepG2 cells, respectively.

**Figure 5:**
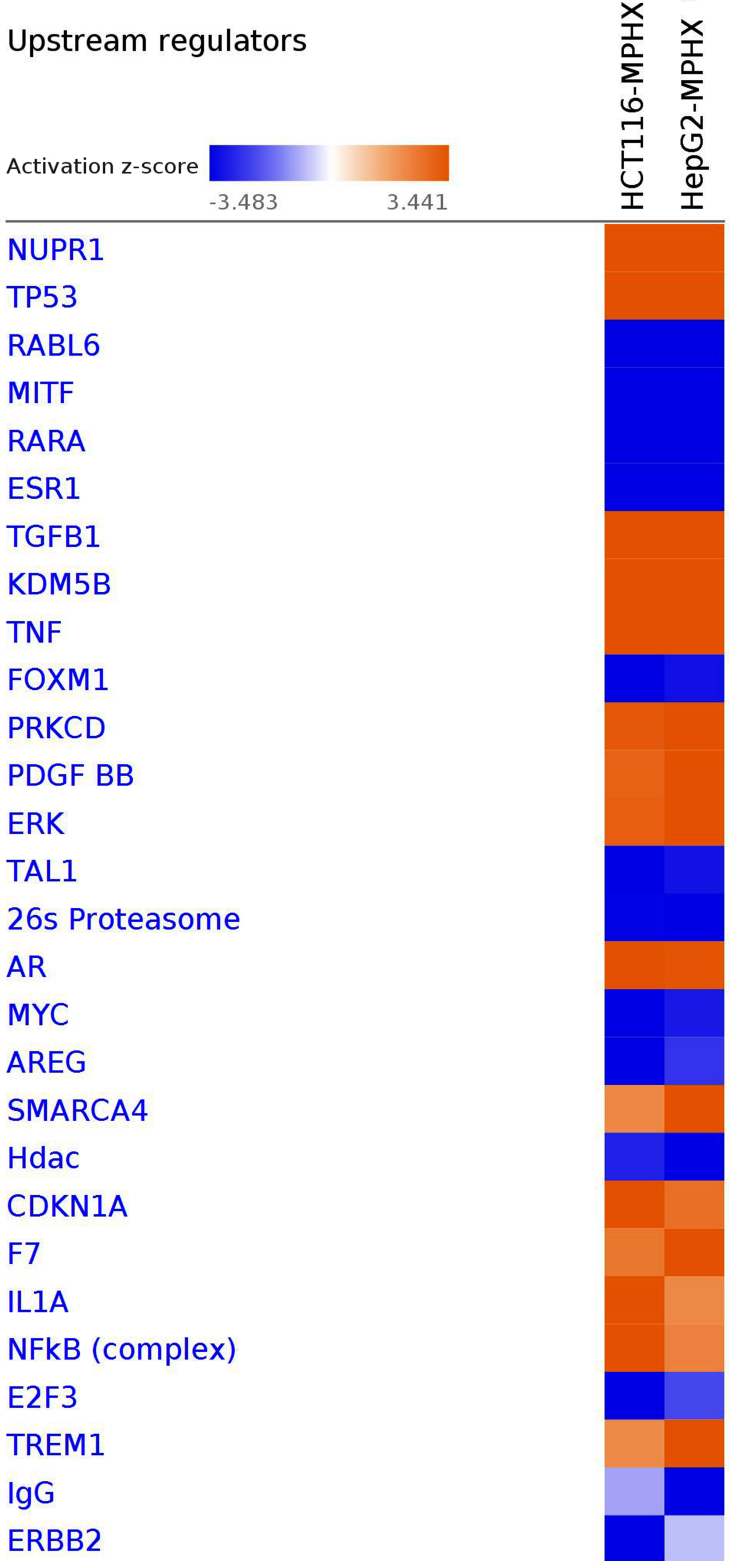
IPA software prediction of upstream regulators and their activation state in HCT116 and HepG2 cells after MP-HX treatment. IPA predicts modulation of regulators and ranked them based on the activation *z*-score. A positive score denotes activation, while a negative score denotes inhibition. The heatmap color intensity depicts relative value of activation *z*-score for the corresponding cell line. Upstream regulators were filtered based on -log (*p*-value) of 3.0 and activation *z*-score of 3.5. Orange color indicates activation whereas blue color indicates inhibition.

**Table 5:** IPA software prediction of upstream regulators in HCT116 and HepG2 cells that were treated with MP-HX. IPA predicts modulation of upstream regulators and ranked them based on the activation *z*-score. A positive score denotes activation, while a negative score denotes inhibition.

Cell line	Activation/Inhibition	UR	MA_FC	*z*-score	Overlap *p*-value
HCT116	Activated	NUPR1	+1.27	+10.94	8.34E−57
		TP53	+1.38	+7.16	3.07E−32
		TNF	+1.07	+4.81	1.15E−12
		KDM5B	+2.44	+4.79	9.05E−18
		IL1A	+2.74	+3.86	1.39E−08
		NFkB (complex)		+3.65	2.24E−12
		AR	+1.14	+3.61	4.8E−15
		CDKN1A	+2.36	+3.59	3.36E−10
		TGFB1	−1.20	+3.54	2.48E−21
		E2F6	+1.27	+3.46	1.01E−10
	Inhibited	RABL6	−1.28	−6.25	9.25E−37
		MITF	+1.12	−5.62	3.56E−26
		RARA	−1.24	−5.10	4.43E−11
		ESR1	−1.16	−4.91	9.74E−17
		FOXM1	−2.96	−4.89	2.09E−21
		TAL1	−1.21	−4.15	6.83E−08
		E2F3	−1.35	−3.71	1.99E−14
		MYC	−1.40	−3.67	3.23E−14
		ERBB2	−1.12	−3.54	7.77E−57
		E2f		−3.46	4.87E−19
HepG2	Activated	NUPR1	+2.40	+12.21	1.95E−73
		TP53	+1.34	+6.22	2.45E−27
		TGFB1	+2.29	+5.37	3.98E−17
		PDGF BB		+4.81	2.03E−14
		PRKCD	+1.63	+4.74	9.17E−11
		ERK		+4.68	3.94E−10
		SMARCA4	+1.06	+4.26	2.52E−10
		TREM1	+8.43	+3.75	1.56E−08
		TGM2	−1.34	+3.72	0.0044
		KDM5B	+1.08	+3.54	1.54E−13
	Inhibited	RABL6	−1.11	−4.80	1.15E−24
		RARA	+1.09	−4.40	1.22E−10
		MITF	+1.24	−4.19	7.93E−11
		ESR1	+1.08	−4.04	5.29E−17
		IgG		−3.84	6.49E−07
		26s Proteasome		−3.64	5.77E−14
		Hdac		−3.57	2.64E−08
		KIAA1524	−2.21	−3.26	7.02E−04
		FOXM1	−1.87	−3.20	6.48E−13
		TAL1	−1.22	−3.15	1.66E−06

### IPA analysis—Networks Enriched in HCT116 and HepG2 by MP-HX

IPA network analysis display the interaction between molecules present in the dataset which reflects significance of biological function. The IPA software ranked top networks enriched in the microarray dataset based on ‘network score’ Table 6. This analysis considers the number of network eligible molecules in the network, network size, total number of network eligible molecules analyzed and total number of network eligible molecules in the Ingenuity^®^ Knowledge Base that could be included in the network. The network score is calculated based on right tailed Fisher’s exact test and the presented network score is negative logarithm of Fisher’s exact *p*-value. The higher the score, the more significant is the interaction between network eligible molecules. The full list of molecules in the network indicated is listed in Data S2.

**Table 6:** Modulation of networks in HCT116 and HepG2 cells by MP-HX. IPA software ranked top networks enriched in the microarray dataset based on the network score (NS).

Cell line	NI	Score	Focus mlecules	Top disease and functions
HCT116	1	124	124	Cell Cycle, Cellular Assembly and Organization, DNA Replication, Recombination, and Repair
	2	114	119	Cellular Compromise, Cellular Function and Maintenance, Cancer
	3	73	94	Cell Death and Survival, Inflammatory Response, Cellular Development
	4	66	84	Cell Cycle, DNA Replication, Recombination, and Repair, Cell Death and Survival
	5	57	83	Cancer, Organismal Injury and Abnormalities, Respiratory Disease
HepG2	1	122	122	Cell Cycle, Cellular Assembly and Organization, DNA Replication, Recombination, and Repair
	2	110	116	Cell Death and Survival, Cell Morphology, Cellular Function and Maintenance
	3	68	90	Cell Death and Survival, Organismal Injury and Abnormalities, Cell Cycle
	4	61	85	Cell Cycle, Cancer, Organismal Injury and Abnormalities
	5	57	82	Cell Cycle, Cellular Assembly and Organization, DNA Replication, Recombination, and Repair

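In HCT116 the mitotic kinases AURKA and AURKB had log2 fold changes of -1.51 and -1.40. The topoisomerase TOP2A, which untangles chromosomes, was at -1.51, and TYMS, which makes thymidylate for DNA synthesis, at -1.39. Each was at least 2-fold lower.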

The top network (Network 1) in HCT116 had a network score (NS) of 124, and contains 124 focus molecules which include AURKA, AURKB, BBC3, CCNA2, CDK6, CDKN2B, E2F1, MCM2, MCM10, PLK1, POLA1, RAD51, RFC3, RRM2, TOP2A, TYMS (Fig. 6). Many of the focus molecules in this network were downregulated. 

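In HCT116 GINS1, a subunit of the replicative helicase, had a log2 fold change of -1.55, and KIF11, the kinesin that separates the spindle poles, -1.99. The log2 signal of HMOX1 was 11.21 with MP-HX and 7.70 with vehicle, and that of MXD1 9.19 and 6.03.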

Network 2 (*NS* = 73) in HCT116 has 119 focus molecules which include BIRF5, CCNB1, CDC25A, CDK2, CDKN1A, DDIT3, GADD45A, HMOX1, JUN, NDRG1, PCNA, while network 4 (*NS* = 66) has 84 focus molecules which include AURKB, CCNA2, CDKN1A, GINS1, KIF11, MXD1, PLK1, POLE2, TP53. Although NUPR1 was not considered as a focus molecule in network 4 (due to its MA_FC value of +1.27), IPA network analysis nevertheless indicated NUPR1 interacted with many other focus molecules in the network, and most of them were downregulated (Fig. 7), an observation similar to that seen in HepG2 (Fig. 8) (see below).

**Figure 6:**
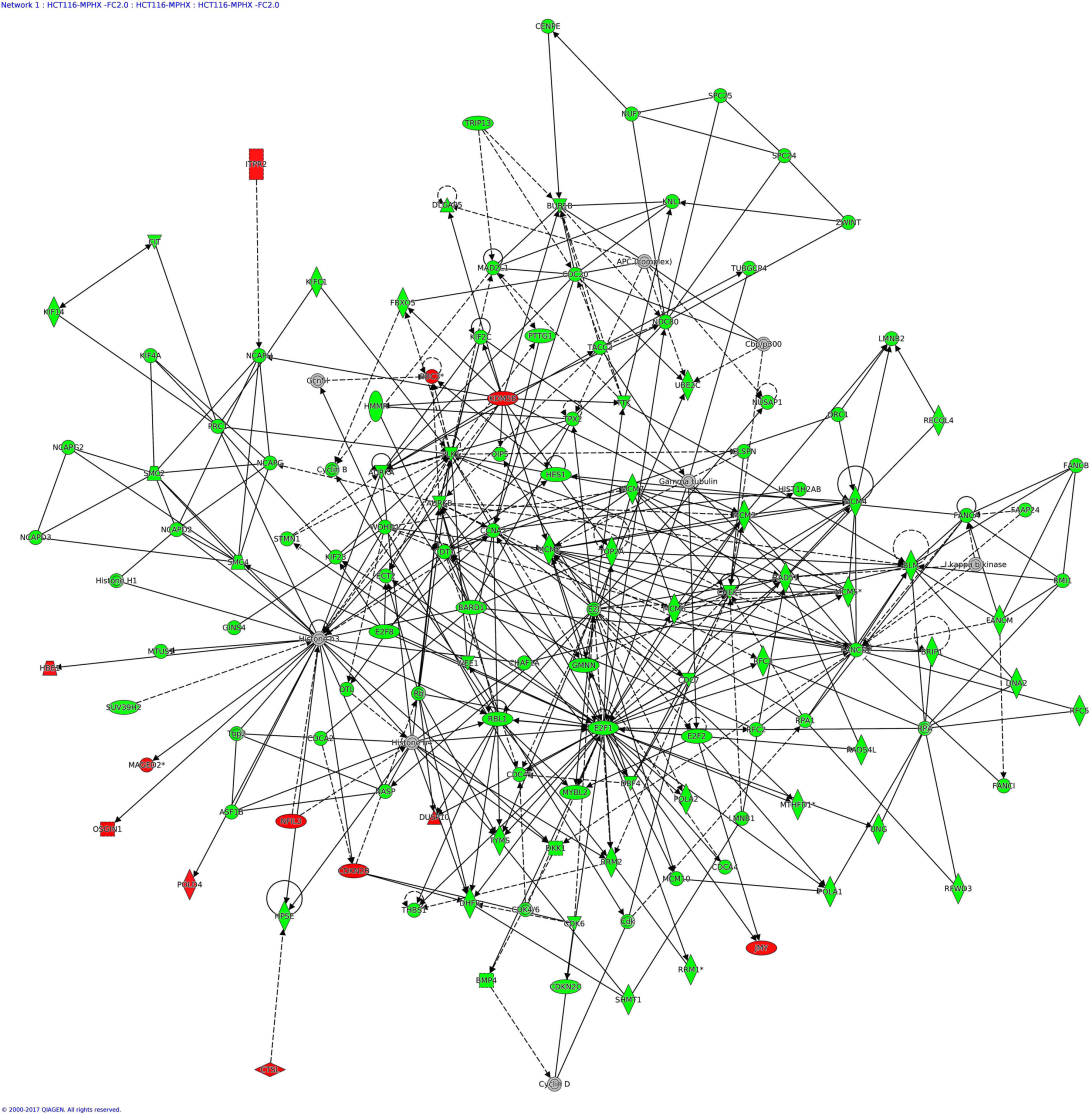
IPA network analysis: annotated interactions between genes in HCT116 cells treated with MP-HX. The figure shows network 1 in HCT116, containing 124 focus molecules. Most of the focus molecules in this network were downregulated by MP-HX. Top diseases and functions associated with this network include processes related to cell proliferation, cell cycle and DNA replication. Molecules in the network are colored red (MA_FC ≥  + 2.0), green (MA_FC ≥  − 2.0), or grey (MA_FC <  ± 2). Data were analyzed through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis).

**Figure 7:**
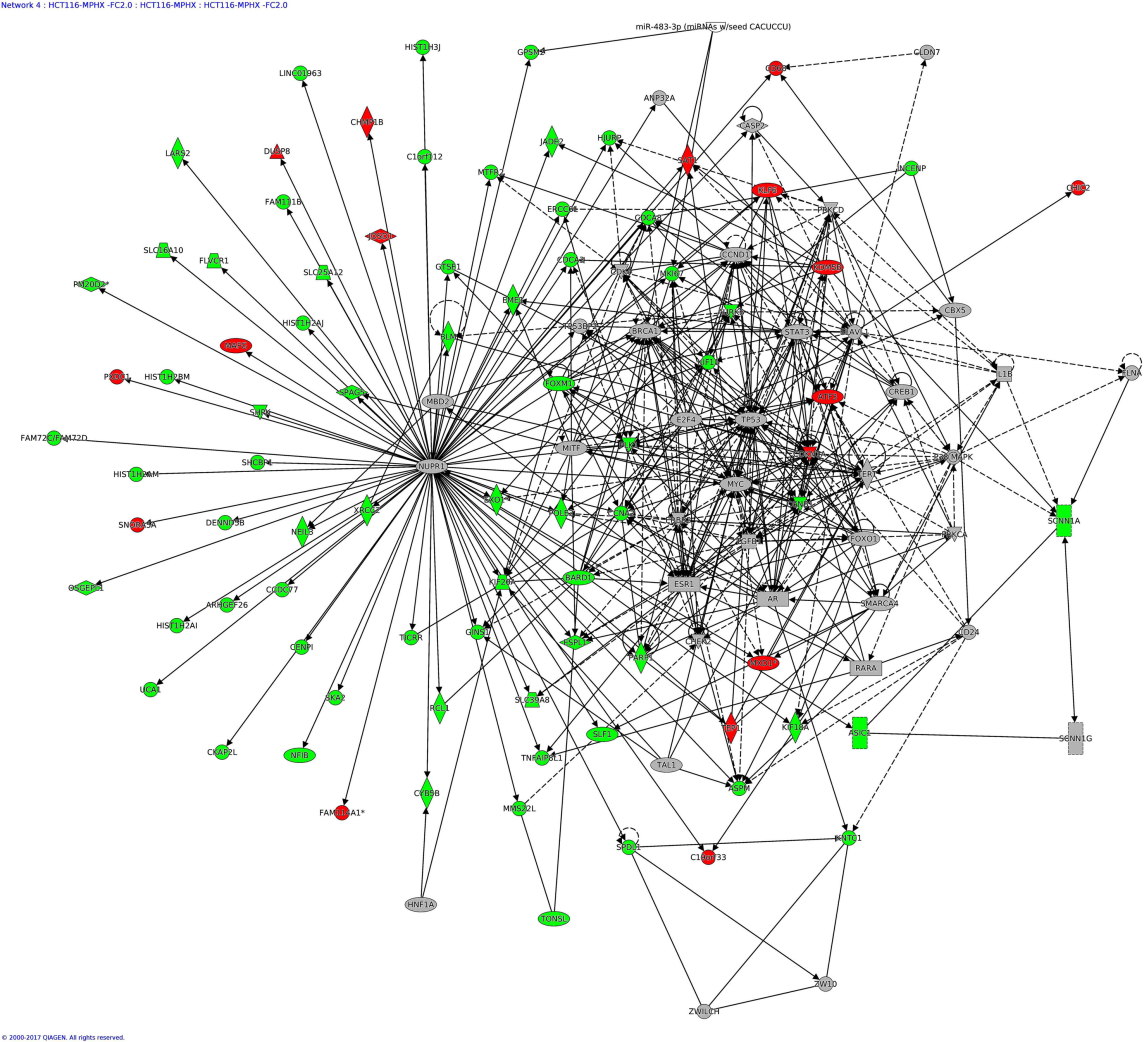
IPA network analysis: annotated interactions between genes in HCT116 cells treated with MP-HX. The figure shows network 4 in HCT116, containing 84 focus molecules. NUPR1 shows interaction with many other focus molecules that show expression downregulation (MA_FC ≥  − 2.0). Top diseases and functions associated with this network include processes related to cell cycle regulation, DNA replication and cell death/survival. Molecules in the network are colored red (MA_FC ≥  + 2.0), green (MA_FC ≥  − 2.0), or grey (MA_FC <  ± 2). Data were analyzed through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis).

**Figure 8:**
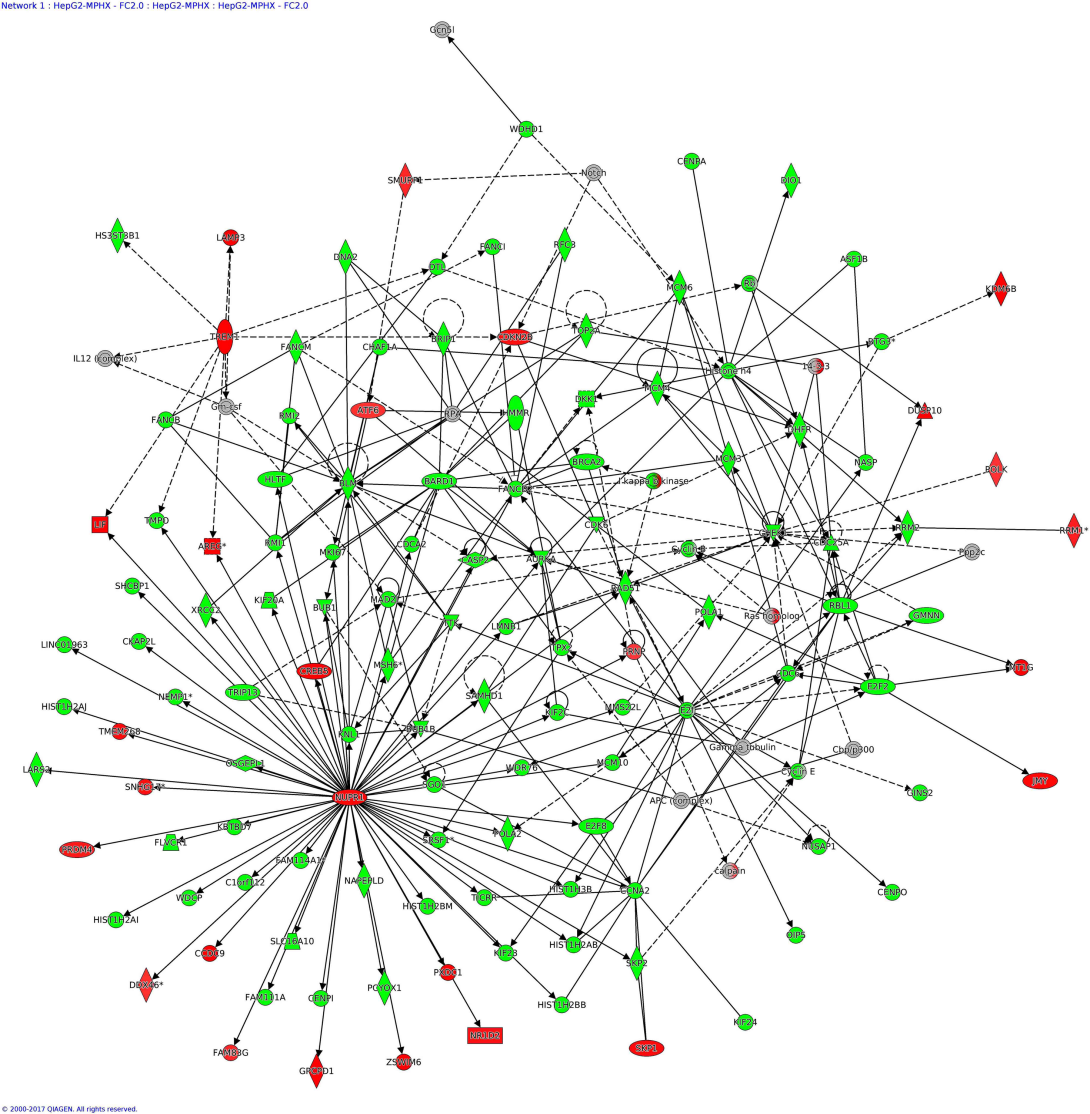
IPA network analysis: annotated interactions between genes in HepG2 cells treated with MP-HX. The figure shows network 1 in HepG2 cells, containing 122 focus molecules. NUPR1 (MA_FC +2.40) shows interaction with many other focus molecules that show expression downregulation (MA_FC ≥ − 2.0). Top diseases and functions associated with this network include processes related to cell cycle, cancer and DNA replication. Molecules in the network are colored red (MA_FC ≥ + 2.0), green (MA_FC ≥ − 2.0), or grey (MA_FC < ±2). Data were analyzed through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis).

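In HepG2 the mitotic genes AURKA, BUB1 and TOP2A had log2 fold changes of -1.10, -1.43 and -1.68, each at least 2-fold lower, though AURKA was at -0.87 with 64 added to the linear signal. KIF11, a motor of the spindle, was at -2.05 and the helicase subunit GINS1 at -2.16.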

In HepG2, the top network (*NS* = 122) has 122 focus molecules which include AURKA, BUB1, CCNA2, CDK6, CDKN2B, CHEK1, GINS2, GMNN, MCM3, MCM10, NUPR1, POLA2, RAD51, RFC3, RRM2, SKP2, TOP2A (Fig. 8). The network figure shows NUPR1 (MA_FC +2.40) interacted with many other focus molecules, and many of them were downregulated. Identification of NUPR1 as a focus molecule here is supportive of the earlier finding, i.e., upstream regulator analysis, where NUPR1 was predicted by IPA to be the top upstream regulator in both HepG2 and HCT116 cells. Network 2 (*NS* = 110) in HepG2 has 116 focus molecules which include BBC3, DDIT4, ERN1, GABARAPL1, NDRG1, while network 3 (*NS* = 68) has 90 focus molecules which include BAK1, CCNB1, CDK1, CDKN1A, DDIT3, DUSP1, GADD45B, HMOX1, JUN, PCNA.

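In HepG2 DDIT4, an inhibitor of mTORC1, had a log2 fold change of 1.93, and ERN1, the ER stress sensor IRE1, 2.95. DUSP1, a phosphatase that switches off MAP kinases, had 3.61 and HMOX1 1.97. In HCT116 DDIT4 had 3.00, ERN1 1.52 and DUSP1 1.58.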

## Discussion

In the present study, the anticancer activity of MP-HX against HepG2 and HCT116 cells was characterised through microarray gene expression profiling followed by bioinformatics data analysis using TAC and IPA software. The microarray data was validated by performing RT-qPCR assay on selected genes that were differentially regulated. The direction of gene expression changes for the 17 genes assayed through RT-qPCR was found to be consistent with the microarray data.

TAC software analysis revealed that MP-HX significantly regulated many Wikipathways (WP) associated with cell cycle, cell proliferation and cell death. The pathways that were modulated include retinoblastoma in cancer (RIC), G_1_ to S cell cycle control (G_1_SCC), cell cycle (CC), DNA damage response (DDR) and apoptosis (AP).

The “Retinoblastoma in cancer Wikipathway” (RIC-WP) was the top pathway that was significantly regulated in both cell lines (Figs. S2 and S3). The RIC-WP mainly consists of Rb family protein pRb (also known as RB1), cyclin dependent kinases (CDKs), cyclin dependent kinase inhibitors and E2F proteins. The pRb protein acts as a tumor suppressor by inhibiting the function of E2F transcription factors, leading to inhibition of cell cycle progression (Giacinti & Giordano, 2006). The presence of CDKs in the G_1_ phase of the cell cycle inactivates pRb through phosphorylation, allowing the cells to enter S-phase and initiate DNA replication (Henley & Dick, 2012). The phosphorylation of pRb by CDKs are prevented by CDK inhibitors INK4 (p15, p16, p18, and p19) and Cip/Kip (p21, p27 and p57) (Asghar et al., 2015). In both cell lines, the concomitant decrease in the expression of E2F, CDK1, CDK2, CDK6, CCNA2, CCNB1, CCNB2, CCNE1 and CCNE2 as observed in the dataset may have conferred a synergistic effect, leading to MP-HX antiproliferative activity.

CDKN1A (p21) is an inhibitor of CDK in RIC-WP. CDKN1A expression was upregulated in both HCT116 (qPCR_FC +4.44) and HepG2 (qPCR_FC +2.03). CDKN1A is a sensor and effector of multiple anti-proliferative signals and capable of inducing cell cycle arrest (Abbas & Dutta, 2009). MP-HX also induced downregulation of E2F and CDKs expression in both HepG2 and HCT116 (Figs. S2 and S3). These facts are in accordance with CDKN1A upregulation as noted above, and these events are likely to contribute to the inhibition of G_1_/S transition, leading to anti-proliferative effect by MP-HX in both cell lines.

Cyclin A2 (CCNA2) is a component of RIC-WP. CCNA2 was downregulated by MP-HX in both HCT116 (qPCR_FC −18.89) and HepG2 (qPCR_FC −6.18) (Figs. S2 and S3). This gene is widely expressed in many tissues with important roles in mediating G_1_-S and G_2_/M transitions (Hochegger, Takeda & Hunt, 2008). Cyclin A2 promotes DNA replication during S-phase by activating CDK2. It also activates CDK1 to induce mitotic entry (Wolgemuth, 2008; Hochegger, Takeda & Hunt, 2008). CCNA2 overexpression has been reported in numerous types of cancers (Uhlen et al., 2010).

Ribonucleotide Reductase Regulatory Subunit-M2 (RRM2) is another component of RIC-WP that was downregulated by MP-HX in both HCT116 (qPCR_FC −7.45) and HepG2 (qPCR_FC −6.18). RRM2 is a subunit of ribonucleotide reductase (RNR). It catalyzes conversion of NDP to dNDP, which is pivotal for the supply of nucleotides for DNA synthesis and cell proliferation. RRM2 can be classified as an oncogene as its overexpression in transgenic mice promoted tumour development (Furuta et al., 2010). RRM2 overexpression in epithelial ovarian carcinoma (EOC) cases predicts a shorter overall survival. Knockdown of RRM2 in EOC cell lines inhibited its proliferation and triggers cellular senescence (Aird et al., 2014).

MP-HX also modulated “G_1_ to S cell cycle control” Wikipathway (G_1_SCC-WP) in both cell lines (Figs. S4 and S5). Cyclin Dependent Kinase Inhibitor 2B (CDKN2B) is a component of G_1_SCC-WP that was upregulated after treatment with MP-HX in HCT116 (qPCR_FC +9.82) and HepG2 (qPCR_FC +3.52). CDKN2B encodes a cyclin-dependent kinase inhibitor, which can form a complex with CDK4 or CDK6, and prevents the activation of the CDK kinases (Santo, Siu & Raje, 2015). CDKN2B is capable of inhibiting CDK4/6 activity by preventing them from hyperphosphorylating RB proteins, leading to G_1_ cell cycle arrest (Kim & Sharpless, 2006). CDKN2B was reported to be deleted in a wide variety of human tumors (Kim & Sharpless, 2006). Inactivation of this gene promoted carcinogenesis in hepatocellular and colorectal carcinoma (Ren et al., 2015; Ishiguro et al., 2006).

GADD45A is another component gene in G_1_SCC-WP that was upregulated by MP-HX in HCT116 (qPCR_FC +5.49) and HepG2 (qPCR_FC +2.12). This gene is a member of growth arrest and DNA damage family of proteins (GADD). GADD45A upregulation is often induced by DNA damage and other stress signals associated with growth arrest and apoptosis (Salvador, Brown-Clay & Fornace Jr, 2013). GADD45A interactions with CDK1, cyclin B1 and p21 can inhibit cell cycle progression and induce apoptotic cell death through JNK/p38 pathway (Zhan, 2005). During G_2_/M checkpoint, GADD45A can arrest cell cycle progression by inhibiting cyclin-B1 and CDC2 interaction, preventing entry into M-phase. Repression of GADD45A expression alleviated G_2_/M arrest (Rosemary Siafakas & Richardson, 2009).

The “Cell cycle Wikipathway” (CC-WP) was also significantly modulated by MP-HX treatment in both cell lines (Figs. S6 and S7). The CC-WP member genes include cyclins and CDKs proteins, which are responsible for the promotion of cell cycle progression. These proteins are frequently overexpressed in numerous types of cancer (Asghar et al., 2015). In both cell lines, MP-HX downregulated many of the cyclins and CDKs genes, including CCNA2, CCNB1, CCNB2, CCNE2, CDK1, 2 and 6. Downregulation of these genes likely contributed to MP-HX inhibition of cell cycle progression in the cancer cells. Many anticancer drugs have been reported to exert anticancer effect by arresting cell cycle progression at G_1_/S and G_2_/M transition points, and this is achieved through the inhibition of key proteins that promote cell cycle progression (Santo, Siu & Raje, 2015; Dominguez-Brauer et al., 2015).

The CC-WP also include minichromosome maintenance (MCM), S-phase kinase-associated protein 2 (SKP2) and Polo-like kinase 1 (PLK1) genes. These genes were also downregulated by MP-HX in both cell lines. The MCM family of proteins play important roles in replication, transcription, checkpoint response and cancer progression (Forsburg, 2004; Deegan & Diffley, 2016). MCM2 was markedly downregulated by MP-HX treatment in HCT116 (qPCR_FC −32.97) and HepG2 (qPCR_FC −12.90). MCM2 is a component member of Mcm2-7 complex. The complex unwinds parental DNA to form single-stranded DNA template during replication (Simon & Schwacha, 2014). MCM2 overexpression has been reported in colorectal, glioma and oral squamous cell carcinomas (Guzińska-Ustymowicz et al., 2009; Razavi et al., 2015; Hua et al., 2014). MCM10 was also significantly downregulated by MP-HX treatment in HCT116 (qPCR_FC −23.99) and HepG2 (qPCR_FC −21.03). MCM10 is thought to be essential for activating MCM2-7 helicase activity, since the unwinding of origins of replication is defective in the absence of MCM10 (Deegan & Diffley, 2016). MCM10 and MCM2 overexpression have been reported in urothelial and cervical cancers (Li et al., 2016a; Das et al., 2013). 

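MCM3, a subunit of the hexameric replicative helicase, had a log2 fold change of -2.05 in HCT116 and -1.54 in HepG2. MCM7, another of its subunits, had -1.48 and -0.61.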

Of note, MP-HX also downregulated other MCMs, which include MCM3 (MA_FC −4.15, −2.90) and MCM7 (MA_FC −2.79, −1.53) in HCT116 and HepG2, respectively.

SKP2 is a component of ubiquitin–proteasome system (UPS), which plays vital roles in regulating the degradation of various cellular proteins (Wang et al., 2012). This gene was downregulated in both HCT116 (qPCR_FC −10.90) and HepG2 (qPCR_FC -28.53). SKP2 is a subunit in Skp1–Cullin1–F-box (SCF) E3 ligase complex. Skp2 is an F-box protein of the SCF complex SCF^skp2^ E3 ligase, which targets many tumor suppressor proteins (eg. p27, p21, p57, TOB1, FOXO1) for degradation. For this reason, it is not surprising that overexpression of SKP2 is observed in diverse type of human cancers (Wang et al., 2012).

Polo-like kinase 1 (PLK1) is a member of polo-like kinase family. PLK1 was also downregulated in HCT116 (qPCR_FC -19.52) and HepG2 (qPCR_FC -14.94). PLK1 roles include regulation of mitotic entry, centrosome separation and maturation, kinetochore attachment and cytokinesis (Schmucker & Sumara, 2014). PLK1 was reported to be overexpressed in various cancers and thought to confer tolerance of cells to cancer associated cellular stress (Strebhardt, 2010). Inhibition of PLK1 was also reported to induce anticancer effect in hepatocellular carcinoma and retinoblastoma cell lines (Xu et al., 2017; Schwermer et al., 2017). Up to this point, it is interesting to note that in both cell lines, MP-HX downregulated all six top-ranked genes (PLK1, MCM2, MCM3, MCM7, MCM10 and SKP2) that were proposed to be cancer-associated (Wu, Zhu & Zhang, 2012).

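Of these genes 5 are measured, and all 5 were below vehicle in both lines, 5 of them by at least 2-fold in HCT116 and 2 in HepG2. The median log2 fold change was -2.20 in HCT116 and -0.90 in HepG2, at percentiles 0 and 0.015 of 10000 random lists. The paper takes the group from an earlier publication and singles it out beside these results, so the percentiles only describe these arrays and are not independent evidence.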

MP-HX also modulated many components genes of “DNA damage response Wikipathway” (DDR-WP) in both cell lines. The expression of genes in DDR-WP can be induced by genotoxic agents or environmental stress such as UV and ionizing radiation, and the response could lead to induction of cell cycle arrest and mobilisation of DNA repair mechanisms to circumvent DNA damage (O’Connor, 2015). In both HCT116 and HepG2, MP-HX downregulated some of the genes in DDR-WP, which include CHEK1, RAD51, CDC25A, cyclins and CDKs, while CDKN1A, BBC3 and GADD45A expression were upregulated. With regards to their functions, CHEK1, RAD51 and CDC25A have been suggested to promote tumor development, while GADD45A can act as a tumor suppressor (Hosoya & Miyagawa, 2014; Broustas & Lieberman, 2014). CDKN1A, as discussed earlier, can induce cell cycle arrest through inhibition of cyclins and CDKs. BBC3 is a pro-apoptotic protein which is capable of suppressing cancer development (Yu & Zhang, 2008), and a more detailed description of its role is discussed below.

MP-HX treatment also modulated “Apoptosis Wikipathway” (AP-WP) in both cell lines. Apoptosis is a form of programmed cell death, characterized by chromatin condensation, cytoplasmic shrinkage, membrane blebbing and nuclear fragmentation (Wong, 2011). Many type of cancers are known to evade apoptosis for their survival (Hanahan & Weinberg, 2011). Apoptotic signaling is modulated by BCL-2 anti-apoptotic and pro-apoptotic family proteins, inhibitor of apoptosis proteins (IAP), p53 tumor suppressor, caspases and death receptor signaling (Wong, 2011). The Bcl-2 family of proteins is one of the major regulators of apoptosis, namely the intrinsic pathway of apoptosis. This family contains pro-apoptotic and anti-apoptotic (or pro-survival) protein members (Delbridge & Strasser, 2015). An imbalance in the amount of BCL-2 family of proteins, overexpression of IAP proteins, inhibition of caspases, reduced p53 function and impaired death receptor signaling are responsible for the development of cancer and chemoresistance (Pistritto et al., 2016). Therefore, targeting proteins which modulate apoptosis is of key interest in cancer therapy (Goldar et al., 2015). Apoptosis modulating drugs may inhibit BCL-2 anti-apoptotic proteins, IAP proteins or activate BCL-2 pro-apoptotic proteins, caspase enzymes and p53 functions to confer anticancer effect (Wong, 2011).

MP-HX treatment induced upregulation of BBC3 in HCT116 (qPCR_FC +4.48) and HepG2 (qPCR_FC +2.68). BBC3 is a pro-apoptotic gene of the BCL-2 family. At the same time, MP-HX treatment induced downregulation of BIRC5, which is an inhibitor of apoptosis (IAP) protein, in HCT116 (MA_FC −3.44) and HepG2 (MA_FC −1.82). 

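BIRC5 in HepG2 had a log2 fold change of -0.86, with a log2 signal of 7.66 with MP-HX and 8.52 with vehicle. Of 9 measured anti-apoptotic genes, BIRC5 was the only one at least 2-fold lower in HCT116, while XIAP at 1.01 and BIRC2, both inhibitors of apoptosis, were at least 2-fold higher. XIAP was under 2-fold after centring (0.99), after quantile normalization (0.95) and with 64 added to the linear signal (0.55), which also put BIRC2 under 2-fold. None of the 9 was at least 2-fold apart from vehicle in HepG2. The medians were 0.16 in HCT116 and 0.19 in HepG2, at percentiles 81.78 and 83.25 of 10000 random lists, with 0.27 in HCT116 over brighter genes and 0.12 in HepG2 with 64 added.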

BBC3 is known to facilitate p53-dependent or independent apoptosis (Yu & Zhang, 2008) while BIRC5 was reported to be overexpressed in various type of cancers (Kelly et al., 2011). BBC3 antagonizes anti-apoptotic members of Bcl-2 to promote cell death. BBC3 colocalizes in mitochondrial membrane to inhibit anti-apoptotic Bcl-2 family members, while activating pro-apoptotic Bax/Bak, causing outer mitochondrial membrane permeabilization and leading the initiation of mitochondrial pathway of apoptosis. Inhibition or deletion of BBC3 impairs apoptosis and contributing to the development of cancer and chemo-resistance (Hikisz & Kilianska, 2012).

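The log2 signal of PMAIP1, a BH3-only protein that neutralises MCL1, was 9.01 with MP-HX and 8.25 with vehicle in HCT116, and 5.98 and 4.35 in HepG2.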

MP-HX also induced the upregulation of another AP-WP member, PMAIP1 (NOXA) in HCT116 (MA_FC +1.69) and HepG2 (MA_FC +3.10). 

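BAK1 had a log2 signal of 7.84 with MP-HX and 6.73 with vehicle in HepG2, and 7.81 and 7.77 in HCT116.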

In HepG2 cells, MP-HX upregulated pro-apoptotic gene BAK1 (MA_FC +2.14), another member of AP-WP. NOXA is capable of inactivating anti-apoptotic members of BCL-2 family, allowing BAK and BAX to interact with pro-apoptotic members of BCL-2 and leading to apoptosis (Hata, Engelman & Faber, 2015; Albert, Brinkmann & Kashkar, 2014).

Lymphoid specific helicase (HELLS) is another component member of AP-WP that was downregulated by MP-HX in both HCT116 (qPCR_FC −6.43) and HepG2 (qPCR_FC −3.01). HELLS demonstrated diverse functions, which include epigenetics regulation of development, co-activator of E2F to stimulate cell growth and DNA repair (Mjelle et al., 2015). HELLS can promote cancer, as it enhances growth, migration, and invasion of nasopharyngeal carcinoma cell lines (He et al., 2016). Overexpression of HELLS was also reported in prostate and oropharyngeal squamous cell carcinomas (Von Eyss et al., 2012); (Janus et al., 2011). Increased HELLS expression was associated with poor prognosis in patients with renal cell carcinoma (Chen et al., 2017).

JUN (cJUN) is another component member of AP-WP that was upregulated by MP-HX in HCT116 (qPCR_FC +9.45) and HepG2(qPCR_FC +6.00). JUN proto-oncogene is a component of the AP-1 transcription factor that demonstrated cancer promoting, as well as apoptotic induction activities (Eferl et al., 2003; Fan & Chambers, 2001; Dhanasekaran & Reddy, 2008; Bossy-Wetzel, Bakiri & Yaniv, 1997). In glioma cells treated with temozolomide and nimustine, apoptosis was achieved through c-JUN mediated activation of BIM (BCL-2 interacting mediator of cell death) (Tomicic et al., 2015). The anticancer activity of tylophorine, an alkaloid from *Tylophora indica* was also demonstrated to be mediated by c-JUN in HONE-1, NUGC-3 and HepG2 carcinoma cells. The upregulation of c-JUN by tylophorine resulted to cyclin A2 transcriptional repression, leading to G_1_ cell cycle arrest (Yang et al., 2013). The induction of pro-apoptotic and downregulation of anti-apoptotic genes suggests that MP-HX promoted network signaling or transcriptome profile favoring apoptosis induction. This finding is consistent with our previous report, which demonstrated apoptosis induction of MP-HX on four different cancer cell lines (Kabir et al., 2017).

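Of 19 pro-apoptotic genes 10 are measured, and the caspases and the death receptor FAS are not among them. Of the 10, BBC3 was the only one at least 2-fold higher in HCT116, and BBC3, PMAIP1 and BAK1 were so in HepG2. The median log2 fold change of the list was 0.03 in HCT116 and 0.40 in HepG2, at percentiles 52.29 and 97.77 of 10000 random lists. None of the 10 was at least 2-fold lower. BMF, another BH3-only gene, had values of 0.02 and 0.65, with -0.05 for its second cluster in HepG2. Adding 64 to the linear signal made the HepG2 median 0.23 and put BBC3, PMAIP1 and BAK1 under 2-fold there. From higher pro-apoptotic and lower anti-apoptotic transcripts the paper proposes that MP-HX shifted the transcriptome toward apoptosis. Its case also rests on RT-qPCR, with BBC3 and JUN higher and HELLS lower in both lines, and on its authors' earlier report of apoptosis in cancer cell lines. Neither is examined here.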

IPA software analysis also revealed that MP-HX modulated many canonical pathways, biological functions and gene networks linked to cell cycle, cell proliferation, DNA replication, DNA damage, cell death and apoptosis in both HepG2 and HCT116 cell lines. IPA ranked nuclear protein 1 (NUPR1) as the top upstream regulator that was activated in both cell lines by MP-HX treatment. The microarray data also showed that MP-HX upregulated NUPR1 expression in both HCT116 (MA_FC +1.27) and HepG2 (MA_FC +2.40) cell lines. NUPR1 is a transcription factor that has been reported to show tumor inhibiting and promoting activities. NUPR1 was able to inhibit tumor progression in brain and prostate cancers, as well as being overexpressed in several other cancers (Goruppi & Iovanna, 2010). A recent study reported NUPR1 acted as a negative regulator of tumor repopulating cells (TRCs) growth (Jia et al., 2016). The above observations suggest NUPR1 had a significant role in mediating MP-HX anticancer activity. Future study could investigate this hypothesis by silencing NUPR1 expression in MP-HX treated cells.

IPA analysis also predicted tumor protein 53 (TP53) as another top upstream regulator that was activated in both cell lines. TP53 is a classical tumor suppressor gene which is frequently mutated in cancers (Leroy et al., 2014). TP53 and its target genes are renowned for their involvement in cell cycle arrest, DNA repair and apoptosis (Fischer, 2017). IPA also predicted RABL6 (RAB, member RAS oncogene family like 6) as another top upstream regulator, with activation *z*-scores that are suggestive of its inhibition in both cell lines. The microarray data showed that RABL6 was mildly downregulated in HepG2 and HCT116 (MA_FC of −1.11 and −1.28, respectively). RABL6 has been reported to promote proliferation of osteosarcoma and pancreatic neuroendocrine tumor through inhibition of retinoblastoma 1 (pRb) (Tang et al., 2016; Hagen et al., 2014). RABL6 also enhanced MDM2-induced TP53 degradation (Lui et al., 2013). These highlight RABL6 tumor promoting properties. The activation or inhibition of the above transcriptional regulators in both cell lines likely played significant roles in modulating the antiproliferative effect induced by MP-HX, and a more detailed investigation on their contributions could be explored in future studies.

IPA software network analysis suggested N-myc Downstream Regulated 1 (NDRG1) as a focus molecule in both HCT116 (network 2) and HepG2 (network 2) cells. NDRG1 expression was upregulated by MP-HX in both HCT116 (qPCR_FC +6.52) and HepG2 (qPCR_FC +5.69) cells. NDRG1 demonstrated anti-oncogenic function and was proposed to be a metastasis suppressor in diverse type of cancers (Fang et al., 2014). NDRG1 is capable of blocking metastasis by activating cell adhesion molecules (E-cadherin, β-catenin), and inhibiting snail/slug, Wnt signalling and ROCK1/pMLC2 pathways (Bae et al., 2013). GINS complex subunit 2 (GINS2) is another focus molecule highlighted by IPA network analysis. GINS2 is a component member of network 1 in HepG2 and network 5 in HCT116 cells, and its expression was downregulated in both HCT116 (qPCR_FC −6.73) and HepG2 (qPCR_FC −2.19) cell lines. GINS2 is a component of ‘GINS complex’, a tetrameric complex with crucial roles in the initiation of DNA replication, including correct assembly and maintenance of DNA replication forks and its progression during replication (Gambus et al., 2006). GINS2 upregulation was associated with poor prognosis and reduced survival in early-stage cervical cancer (Ouyang et al., 2017). In breast cancer patients, elevated GINS2 transcript level was associated with poor relapse-free and distant metastasis-free survival (Zheng et al., 2014).

The present study shows that MP-HX exert anticancer activity by inducing gene expression changes in HCT116 and HepG2 cells that can promote antiproliferative or anticancer effect. Phytochemical compounds with anticancer properties which have been identified in MP include β-sitosterol, lupeol, oleanolic acid, kokusaginine and genistein (Baskar et al., 2010; Rauth et al., 2016; Shaari et al., 2011; Tiwari, Brunton & CS, 2013; Li et al., 2016b; Molnar et al., 2013). Further studies are warranted to identify the exact constituent(s) that is/are responsible for MP anticancer activity.

## Conclusions

The present study showed that MP-HX conferred its anticancer activity by modulating the expression of various key genes regulating DNA replication, cell cycle progression, cell growth/proliferation and programmed cell death in a direction favoring anticancer effect. The transcriptome profiles induced by MP-HX include upregulation of pro-apoptotic, cell cycle arresting and metastasis suppression genes and downregulation of genes that promote anti-apoptotic effect, cell cycle progression, tumor development and progression. The ability of MP-HX to downregulate all six top-ranked genes that were proposed to be cancer-associated is also supportive of its anticancer activity (Wu, Zhu & Zhang, 2012). The findings in the present study provide novel insights on the anticancer activity of MP and further project its potential use as a nutraceutical agent for cancer therapeutics.

##  Supplemental Information

10.7717/peerj.5203/supp-1 Data S1 Wikipathways (WPs) that were significantly regulated (*p* < 0.05) in HCT116 and HepG2 cells after MP-HX treatment

10.7717/peerj.5203/supp-2 Data S2 IPA software analyses - networks enriched in HCT116 and HepG2, induced by MP-HX treatment

10.7717/peerj.5203/supp-3 Figure S1 Validation of microarray data through RT-qPCR The bar chart shows gene expression fold changes (FC) obtained from microarray and real-time PCR assays. The data for each assay was derived from three biological replicates. For each qPCR assay, the data was normalized to RPS29 expression and the value represent mean qPCR_FC ±SD (*n* = 3).

10.7717/peerj.5203/supp-4 Figure S2 Modulation of ‘Retinoblastoma In Cancer’ Wikipathway (RIC-WP) component genes by MP-HX in HCT116 cells. The figure shows component genes of RIC-WP that were differentially regulated by MP-HX in HCT116 cells. The genes in the pathway are colored red (MA_FC ≥ + 2.0), or green (MA_FC ≥ − 2.0), or depicted as grey hashed boxes (MA_FC < ±2).

10.7717/peerj.5203/supp-5 Figure S3 Modulation of ‘Retinoblastoma In Cancer’ Wikipathway (RIC-WP) component genes by MP-HX in HepG2 cells The figure shows component genes of RIC-WP that were differentially regulated by MP-HX in HepG2 cells. The genes in the pathway are colored red (MA_FC ≥ + 2.0), or green (MA_FC ≥ − 2.0), or depicted as grey hashed boxes (MA_FC < ±2).

10.7717/peerj.5203/supp-6 Figure S4 Modulation of ‘G_1_ to S Cell Cycle Control’ Wikipathway (G_1_SCC-WP) component genes by MP-HX inHCT116 cells The figure shows component genes in G_1_SCC-WP that were differentially regulated by MP-HX treatment in HCT116 cells. The genes in the pathway are colored red (MA_FC ≥ + 2.0), or green (MA_FC ≥ − 2.0), or depicted as grey hashed boxes (MA_FC < ±2).

10.7717/peerj.5203/supp-7 Figure S5 Modulation of ‘G_1_ to S Cell Cycle Control’ Wikipathway(G_1_SCC-WP) component genes by MP-HX inHepG2 cells. The figure shows component genes of G_1_SCC-WP that were differentially regulated by MP-HX in HepG2 cells.The genes in the pathway are colored red (MA_FC ≥ + 2.0), or green (MA_FC ≥ − 2.0), or depicted as grey hashed boxes (MA_FC < ±2).

10.7717/peerj.5203/supp-8 Figure S6 Modulation of ‘Cell Cycle’ Wikipathway (CC-WP) component genes by MP-HX in HCT116 cells The figure shows component genes of CC-WP that were differentially regulated by MP-HX in HCT116 cells. The genes in the pathway are colored red (MA_FC ≥ + 2.0), or green (MA_FC ≥ − 2.0), or depicted as grey hashed boxes (MA_FC < ±2).

10.7717/peerj.5203/supp-9 Figure S7 Modulation of ‘Cell cycle’ Wikipathway (CC-WP) component genes by MP-HX in HepG2 cells The figure shows component genes of CC-WP that were differentially regulated by MP-HX in HepG2 cells. The genes in the pathway are colored red (MA_FC ≥ + 2.0), or green (MA_FC ≥ − 2.0), or depicted as grey hashed boxes (MA_FC < ±2).

10.7717/peerj.5203/supp-10 Figure S8 Modulation of ‘DNA Damage Response’ Wikipathway (DDR-WP) component genes by MP-HX in HCT116 cells The figure shows component genes in DDR-WP that were differentially regulated by MP-HX in HCT116 cells. The genes in the pathway are colored red (MA_FC ≥ + 2.0), or green (MA_FC ≥ − 2.0), or depicted as grey hashed boxes (MA_FC < ±2).

10.7717/peerj.5203/supp-11 Figure S9 Modulation of ‘DNA Damage Response’ Wikipathway (DDR-WP) component genes by MP-HX in HepG2 cells The figure shows component genes in DDR-WP that were differentially regulated by MP-HX in HepG2 cells. The genes in the pathway are colored red (MA_FC ≥ + 2.0), or green (MA_FC ≥ − 2.0), or depicted as grey hashed boxes (MA_FC < ±2).

10.7717/peerj.5203/supp-12 Figure S10 Modulation of ‘Apoptosis’ Wikipathway (AP-WP) component genes by MP-HX in HCT116 cells The figure shows component genes in AP-WP that were differentially regulated by MP-HX in HCT116 cells. The genes in the pathway are colored red (MA_FC ≥ + 2.0), or green (MA_FC ≥ − 2.0), or depicted as grey hashed boxes (MA_FC < ±2).

10.7717/peerj.5203/supp-13 Figure S11 Modulation of ‘Apoptosis’ Wikipathway (AP-WP) component genes by MP-HX in HepG2 cells The figure shows component genes in AP-WP that were differentially regulated (MA_FC ≥ ±2.00) by MP-HX in HepG2 cells. The genes in the pathway are colored red (MA_FC ≥ + 2.0), or green (MA_FC ≥ − 2.0), or grey (MA_FC < ±2).

10.7717/peerj.5203/supp-14 Figure S12 Modulation of diseases and biological functions by MP-HX in HCT116 cells The figure shows top category of diseases and biological functions that were modulated by MP-HX (FC ≥ ±2.0) in HCT116 cells, and they were ranked by IPA software based on -log (*p*-value) ≥5.0.

10.7717/peerj.5203/supp-15 Figure S13 Modulation of diseases and biological functions by MP-HX in HepG2 cells The figure shows top category of diseases and biological functions that were modulated by MP-HX (FC ≥ ±2.0) in HepG2 cells and they were ranked by IPA software based on -log (*p*-value) ≥5.0.

## Additional Information and Declarations

### Data Availability

The following information was supplied regarding data availability: Raw data has been uploaded into Gene Expression Omnibus (GEO) repository with the accession number given as GSE114743.

How the deposited data were processed for this re-analysis (not part of the article)

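RNA of HCT116 and HepG2 cells was profiled on Affymetrix Human Gene arrays after 24 h with MP-HX (60 µg/mL in HCT116, 78 µg/mL in HepG2) or with vehicle. Each of the 4 arrays held RNA pooled from 3 cultures, so each group has 1 array. The authors deposited 1 table of log2 signal per transcript cluster, with 2 decimals. The submitters' processing notes name Affymetrix Expression Console, GCOS and Transcriptome Analysis Console, and the normalization that made the values is not given in the sources used here. Rounding to 2 decimals limits a fold to within 0.7 percent. The values are on a log2 scale and were used as deposited, with no further scaling.

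The table holds 48226 transcript clusters, all 4 of its value columns were used, and 0 were left out. A table pairing clusters with gene symbols named 16098 of them with 1 symbol and 0 with several, and left 32128 unnamed here, which enter only the counts over all clusters. The named clusters cover 14884 distinct genes, of which 779 have more than 1 cluster. They comprise 12695 clusters of protein-coding genes, 1595 of long noncoding RNAs and 1236 of microRNAs, with the rest of other kinds. A gene was given by its brightest cluster over the 4 arrays, and a further cluster was given where it differed in direction or by over 1.5-fold. Genes without a named cluster are not analysed here.

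The log2 fold change is the log2 value with MP-HX minus that with vehicle in the same cell line. A cluster was counted as higher or lower at the 2-fold threshold of the paper. With 1 array per group a difference within 1 line, or between the responses of the lines, has no residual degree of freedom, so no p-value or standard deviation between replicates was computed for it, and the comparison of the lines is of values side by side. MP-HX and vehicle pair within each line, which gives 2 pairs. The effect shared by the lines was tested with limma 3.58.1 in R 4.3.3, in an additive model with the line as a block and 1 residual degree of freedom, over the 16098 clusters with Benjamini-Hochberg adjustment. This test was chosen after the data were seen. Its residual is the difference between the lines' responses, which also differ in dose. The overlap of the lines was set beside that of independent lists, n1 × n2 / N, which takes no account of signal level. The contrasts share no array. The spread used to judge whether an alternative moved a single gene was the robust standard deviation of the log2 fold changes of all clusters, 0.33 in HCT116 and 0.34 in HepG2, which mixes noise with response. For the correlation it was the standard deviation over 1000 bootstrap draws of genes, 0.011.

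The choices that follow were made before the data were examined, after the paper and its supplementary tables had been read. The 34 gene lists covered the replication origin and fork, deoxynucleotide synthesis, cyclins with CDKs and CDC25, CDK inhibitors, E2F and RB families, mitosis, homologous recombination and Fanconi, mismatch repair, p53 targets, ATF4 and CHOP targets, ER chaperones and the unfolded protein response, NRF2 targets, aryl hydrocarbon receptor targets, metallothioneins, heat shock, cholesterol synthesis, autophagy, NF-kB targets, AP-1 and immediate early genes, pro-apoptotic and anti-apoptotic genes, hypoxia targets, glycolysis, interferon-stimulated genes, hepatocyte, colon epithelium, blood cell, and fibroblast and endothelium markers, the paper's cancer-associated genes, its RT-qPCR genes in each direction, reference genes, ribosomal proteins and replication-dependent histones. For each list the median log2 fold change was placed among 10000 random lists of the same size, drawn within 20 bins of mean expression, as a description of these arrays. A list with fewer than 3 measured members was given no median.

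The genes named were every gene with an array fold change in the paper's tables or text or named there at a pathway, the 10 genes furthest above and the 10 furthest below vehicle in each line among genes above the array median in at least 1 of the arrays compared, up to 4 members per list with the largest log2 fold change, and genes at least 2-fold apart in opposite directions. The paper's values for the first group had been seen beforehand. Members of short tallies outside this rule (CREB3, HDAC5, SFN, TP73, MIR29A, BNIP3L, FGA, FGG and MT1X, and the genes of the paper's supplementary table with another direction) were named after their values were seen.

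The labels were checked by tissue markers. The 19 measured hepatocyte genes had a median log2 signal of 3.62 in both HCT116 arrays, and of 10.69 with MP-HX and 11.45 with vehicle in HepG2. For 13 colon epithelium genes it was 5.60 in both HCT116 arrays, and 4.72 and 4.97 in HepG2. The treatment labels could not be checked in this way.

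The counting step was tested on simulated data, with noise of the spread given above over 16098 clusters and 100 changed clusters of each size. For HCT116, 100% of 4-fold and 50% of 2-fold changes were called, with 35 unchanged clusters also called. For HepG2 these were 100% and 58%, with 61 unchanged clusters. A true 2-fold change lies on the threshold itself, so a share near 50% follows from the setting. The simulated noise was the same at every signal level. On the real arrays the robust standard deviation was 0.53 in HCT116 and 0.49 in HepG2 in the brightest decile of clusters. The numbers of unchanged clusters called therefore do not carry over to bright clusters. For the test of the shared effect, with noise of the same size in every cluster, 99% of 4-fold and 11% of 2-fold changes passed an adjusted p of 0.05. On the real arrays the spread varied between clusters, with 3 prior degrees of freedom in limma, so these shares do not carry over. E2F8, with a mean log2 fold change of -2.52, had an adjusted p of 0.19 from limma. That 0 clusters passed therefore does not exclude shared 4-fold effects.

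The alternatives tried were fold thresholds of 1.5 and 3, centring of each array on its median, quantile normalization, 64 added on the linear scale before log2, only clusters above the array median, every cluster, 1 cluster per gene, the mean over a gene's clusters, and Spearman correlation. The test of the shared effect, and 64 added for the genes at least 2-fold apart in opposite directions, for the genes named after their values were seen and for the counts of list members, were added later. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.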

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

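Of the tests given here, those of a scaling of whole arrays, of shared signal among HSP70 genes, of cell line against dose and of cross-hybridization among metallothioneins were chosen after the result was seen.

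The heat shock list differed between the lines: the difference in log2 fold change, HepG2 minus HCT116, had a median of 1.32 over 8 measured genes and was above 0 in 8 of 8, which with 1 array per group has no test. In HepG2, 4 genes were at least 2-fold higher and the median of 1.14 lay above 10000 random lists, and in HCT116 the median was -0.52, at percentile 0.7. HSPA1A and HSPA1B, inducible HSP70 chaperones, had 2.14 and 2.19 in HepG2, where another HSPA1B cluster had 1.58, and -0.75 and -0.82 in HCT116. A scaling of whole arrays left in the deposited values would move clusters of like level. The 200 clusters nearest in level to each member had median log2 fold changes of 0.08 in HepG2 and -0.14 in HCT116 (0.14 in size). These values argue against such a remaining scaling only. A shift that the authors' normalization had removed is not tested, since these clusters would then lie near 0 too. Signal shared by HSP70 genes is argued against by the median difference of 1.08 over the 5 other members, from 0.56 to 1.83. Other steps of the authors' normalization stay open, since centring and quantile normalization, with a HepG2 median of 1.06, moved no named gene beyond the spread and test nothing, and so does a difference between the lines, since line and dose cannot be told apart with 2 doses, 60 and 78 µg/mL, on the treated arrays.

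In HepG2 MT1B had a log2 fold change of 8.38, MT1M 6.11 and MT1H 5.12, none of which the paper discusses, and since MT1B and MT1H lay under the lower quartile of the vehicle array (2.81) their values are only known to be at least 6.86 and 3.41 against its median of 4.03. Of 8 measured metallothioneins 7 were at least 2-fold higher (median 1.54, above 10000 random lists), while in HCT116 3 were (median 0.52, percentile 99.75, with 0.30 after adding 64 to the linear signal and 1.08 over brighter genes). Cross-hybridization from the other measured members is argued against: with vehicle values raised to that median the 3 clusters exceeded the largest value of the 5 bright members (1.54) by at least 1.87, and MT1X had a like log2 signal on both MP-HX arrays, 12.16 in HCT116 and 12.10 in HepG2, where MT1B had 2.24 and 10.89. A scaling of whole arrays left in the deposited values is argued against by clusters of like level. The 200 nearest to each of the 3 on the MP-HX array had median log2 fold changes from 0.11 to 0.14. They say nothing on a shift that the authors' normalization had removed. Other steps of the authors' normalization, on which the smallest value of 5.11 after quantile normalization says nothing for the reason given for heat shock, signal from metallothioneins not analysed here, compression of the bright members, and a difference of line or dose stay open.

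Single genes lay at least 2-fold apart from vehicle in opposite directions in the 2 lines, a difference that with 1 array per group has no test. There were 5 lower in HCT116 and higher in HepG2 and 1 the other way, fewer than the 14.1 and 8.15 of independent lists. The log2 fold change in HepG2 minus that in HCT116 was 3.58 for RGCC, 3.33 for DHRS3, 2.89 for KRTAP1-5, 2.79 for MIR3127, 2.27 for BOP1 and -2.44 for IL1RAP. The value for KRTAP1-5 is not measured in size, since its HCT116 signals, 2.96 with MP-HX and 4.17 with vehicle, lay below the array medians, and with 64 added to the linear signal 0 of the 6 remained.

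Genes outside those the paper discusses were among the furthest from vehicle. In HCT116 the log2 fold change was 6.20 for CXCL8, 3.92 for LURAP1L, 3.11 for LCN2, -3.36 for DKK1, -2.99 for KRT23 and -2.72 for KIF20A. In HepG2 it was -2.83 for KLHL14, -2.63 for TICRR and -2.56 for E2F8.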

How the results depend on the processing

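Most alternatives were set before the data were examined. The exceptions were the paired analysis, and 64 added for genes of opposite direction, genes named later and counts of members of lists. None turned the direction of a gene or list counted as higher or lower. For genes this was fixed beforehand in 2 settings. Adding 64 keeps the sign of any difference, and centring moved log2 fold changes by only -0.02 in HCT116 and 0.06 in HepG2. The paired analysis in limma, with the cell line as a replicate block, gave 0 clusters at an adjusted p under 0.05 beside the 298 at least 2-fold apart in both lines, and 2040 at an unadjusted p under 0.05. The median of all clusters moved by at most 0.06 under any scaling. Under centring and under quantile normalization 330 of 330 values of named genes and 60 of 60 list medians stayed within the spread, so these scalings test little of the authors' normalization, and with the mean over a gene's clusters 323 and 60 did. The small medians of colon epithelium in HCT116 (0.01) and of reference genes in HepG2 (-0.04) take the other sign under centring, at -0.01 and 0.03.

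Counts depended on the threshold. At 1.5-fold they were 2703 in HCT116, 2740 in HepG2 and 1048 in both, and at 3-fold 212, 211 and 56. Over every cluster they were 1725, 1863 and 520. The correlation between the lines was 0.331 as Spearman's and 0.516 over brighter genes; the cause was not tested.

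Adding 64 on the linear scale shrinks every difference by its construction, most of all for dim genes. It also brought brighter genes under 2-fold, such as RRM2 in HepG2. The log2 signal of RRM2 there was 7.99 with MP-HX and 9.12 with vehicle, and its log2 fold change went from -1.13 to -0.96. Median signals were lower in HepG2 than in HCT116, so a larger loss in HepG2 need not mean weaker changes. The counts became 345, 277 and 107, of 6 genes of opposite direction 0 remained, and 145 of 330 gene values moved beyond the spread. Of 70 counts of list and pathway members, 36 moved by over 1.5 times, each downward. In HCT116 and HepG2 the list medians became -1.33 and -0.75 (replication fork), -0.89 and -0.49 (deoxynucleotide synthesis), -0.97 and -0.55 (cyclins), -1.27 and -0.89 (mitosis), -0.89 and -0.65 (homologous recombination), 1.36 and 1.21 (ATF4 and CHOP), 1.12 and 0.94 (NRF2), 0.70 and 0.19 (NF-kB), 0.46 and 1.03 (AP-1), 1.36 and 0.85 (RT-qPCR genes, higher), and -1.95 and -0.91 (RT-qPCR genes, lower). In HCT116 alone they became 0.30 (metallothioneins), 0.53 (autophagy), 0.39 (hypoxia), 0.05 (interferon) and -1.89 (the paper's cancer-associated genes), and in HepG2 alone 0.79 (heat shock), -0.05 (fibroblast and endothelium) and 0.16 (ribosomal proteins).

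With only genes above the array median, 6 list medians moved, since fewer genes enter: metallothioneins in HCT116 to 1.08, hypoxia to 0.82 and 0.71, interferon to 0.50 and 0.32, and hepatocyte genes in HCT116 to 0.14. Of genes at least 2-fold apart from vehicle, 788 of 806 in HCT116 and 787 of 809 in HepG2 were above the array median, and dim signal limits what can be seen in the rest.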

Differences from the paper's values

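The paper's counts at the 2-fold threshold are 1290 genes in HCT116 and 1325 in HepG2, and the counts of clusters with a gene symbol here are 841 and 851. The latter cover only a part of the array, since 16098 of 48226 clusters carry a symbol here. Of the genes in the paper's supplementary pathway table, 249 of 386 in HCT116 and 247 of 411 in HepG2 are measured. How much of the gap this makes was not tested. In HCT116, of the alternatives set before the data were examined, the count over every cluster (1725) falls within 1.5 times the paper's, and those at thresholds of 1.5 and 3, after centring, after quantile normalization, with 64 added, above the array median and with 1 cluster per gene do not. In HepG2 the count over every cluster (1863) and that after centring (905) do, and the others do not. The paper's 437 genes shared by the lines stand beside 298 here.

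All 46 array fold changes that the paper prints for genes measured here lie within 0.02 of the values here on the log2 scale, the largest difference being 0.01.

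The paper names a group of cell cycle genes as downregulated in both lines. Its kinases CDK1, CDK2 and CDK6, its cyclins A2, B1, B2, E1 and E2, and E2F2, the E2F gene that its supplementary table lists in both lines, all lay below vehicle in both. Under 2-fold were CDK2 at -0.73 in HepG2, and CCNE1 at -0.77 in HCT116 and -0.81 in HepG2. E2F1, listed in HCT116, was below vehicle in HepG2 too, at -0.49. MCM5, listed with the lower genes of both lines, was at -0.64 in HepG2.

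Of the genes in the paper's supplementary pathway table, 249 are measured in HCT116, and 242 were at least 2-fold apart from vehicle in the direction listed. In HepG2 this was 238 of 247. The sign was the other one in HCT116 for CPOX (listed up, -1.46), SRSF1 (listed up, -1.01), NAV3 (listed down, 1.33) and FADS2 (listed down, 0.55). In HepG2 it was the other one for MSH6 (listed up, -1.61), SRSF1 (listed up, -1.21), ACSL4 (listed up, -1.20) and MIR21 (listed down, 2.05). Under 2-fold were 4 genes in HCT116, CHST15 (listed up, 0.71), TULP3 (listed up, 0.97), TLR1 (listed down, -0.09) and FADS2, and 5 in HepG2, ALDH2 (listed up, 0.17), CES1 (listed up, 0.62), MORC3 (listed up, 0.26), FADS2 (listed down, -0.30) and RRM1 (listed down, -0.91).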

Other observations

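Autophagy genes were higher with MP-HX in both lines. Of 17 measured, 7 were at least 2-fold higher in HCT116 (median 0.89) and 5 in HepG2 (median 0.59), at percentiles 100 and 99.98 of 10000 random lists. With 64 added to the linear signal the medians were 0.53 and 0.50 and the counts 4 and 2. The cargo receptors OPTN and SQSTM1 had log2 fold changes of 2.21 and 1.37 in HCT116 and 1.49 and 1.40 in HepG2, and MAP1LC3B, which forms the autophagosome membrane, 1.78 and 1.47, though OPTN in HepG2 (0.98) and MAP1LC3B (0.94 and 0.57) were then under 2-fold. Of 10 hypoxia targets, 4 were at least 2-fold higher in HCT116 (median 0.56, percentile 99.92), and 2 were higher and 1 lower in HepG2 (median 0.53, percentile 99.81). VEGFA, a growth factor of blood vessels, had 1.34 and 0.71, and LOX, which crosslinks collagen, -0.26 and -1.44, the latter -0.89 with 64 added, when 1 gene was higher and 0 lower in HepG2. Of 11 interferon-stimulated genes, 3 were at least 2-fold higher in HCT116 (median 0.19, percentile 93.39) and 0 in HepG2 (median 0.10, percentile 80.84), with 0 genes at least 2-fold higher and medians of 0.05 and 0.01 after adding 64 and of 0.50 and 0.32 over brighter genes.

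Hepatocyte genes were lower in HepG2, with 5 of 19 at least 2-fold lower and a median of -0.33 at percentile 0.31. They were the plasma proteins HP at -1.34, KNG1 at -1.13 with -0.54 for its other cluster, FGG at -1.05 and FGA, just at the threshold, and the lipid transfer protein MTTP at -1.10, while PCK1 was at least 2-fold higher. Adding 64 to the linear signal left 2 of the 5, with KNG1 at -0.75, FGA at -0.97 and MTTP at -0.89. In HCT116, where these genes are dim, the median was 0.00 at percentile 42.34. The random lists were matched on the mean of the 4 arrays. The median log2 signal of the hepatocyte genes with vehicle was 11.45 in HepG2 and 3.62 in HCT116. Neither percentile therefore compares them with genes of like signal in that line. Colon epithelium genes had medians of 0.01 and -0.13 over 13 genes, at percentiles 49.92 and 18.39, the first at -0.01 after centring. The Wnt target AXIN2 had -1.40 in HCT116, or -0.86 with 64 added, and the stem cell marker LGR5 -1.52 in HepG2.

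Cholesterol synthesis (17 genes) had medians of 0.08 and -0.24 in HCT116 and HepG2, at percentiles 68.46 and 1.9, glycolysis (8 genes) -0.30 and 0.07, at 5.43 and 55.91, and fibroblast and endothelium genes (6 genes) 0.07 and -0.23, at 68.11 and 7.855. Ribosomal proteins (53 genes) had medians of 0.12 and 0.24, at percentiles 93.39 and 99.39, and 6 reference genes -0.26 and -0.04, at 15.69 and 33.34, the last at 0.03 after centring. HPRT1, often used as a reference gene, had -1.11 in HCT116, or -0.91 with 64 added, and 0.31 in HepG2. Of blood cell markers 2 are measured, CD14 at 0.09 and -0.11 and CD68, also a lysosomal protein, at 2.61 and 1.06. Only CDKN2A among CDK inhibitors (-0.06 and 0.28) and TIPARP among aryl hydrocarbon receptor targets (0.18 and 0.45) are measured, and replication-dependent histones are not analysed here.

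Array folds were smaller than the paper's RT-qPCR folds in 19 of 22 pairs of gene and line, by a median of 1.05 on the log2 scale. The shortfall was 2.06 over 12 pairs of lower genes and 0.59 over 10 of higher genes. For higher genes it was 1.04 in HCT116 and 0.25 in HepG2, and for lower genes 2.06 and 1.79. Background under the dimmer value and compression of bright clusters both stay open. The Pearson r across pairs of the shortfall with the level on the dimmer array was 0.58, and with that on the brighter array 0.53, but neither decides, since the levels of different clusters are not on one scale and the array fold enters both measures. No biological explanation was tested.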
